# The deubiquitinase Usp9x regulates PRC2-mediated chromatin reprogramming during mouse development

**DOI:** 10.1038/s41467-021-21910-0

**Published:** 2021-03-25

**Authors:** Trisha A. Macrae, Miguel Ramalho-Santos

**Keywords:** Embryogenesis, Epigenetics, Chromatin, Histone post-translational modifications, Embryonic stem cells

## Abstract

Pluripotent cells of the mammalian embryo undergo extensive chromatin rewiring to prepare for lineage commitment after implantation. Repressive H3K27me3, deposited by Polycomb Repressive Complex 2 (PRC2), is reallocated from large blankets in pre-implantation embryos to mark promoters of developmental genes. The regulation of this global redistribution of H3K27me3 is poorly understood. Here we report a post-translational mechanism that destabilizes PRC2 to constrict H3K27me3 during lineage commitment. Using an auxin-inducible degron system, we show that the deubiquitinase Usp9x is required for mouse embryonic stem (ES) cell self-renewal. Usp9x-high ES cells have high PRC2 levels and bear a chromatin and transcriptional signature of the pre-implantation embryo, whereas Usp9x-low ES cells resemble the post-implantation, gastrulating epiblast. We show that Usp9x interacts with, deubiquitinates and stabilizes PRC2. Deletion of *Usp9x* in post-implantation embryos results in the derepression of genes that normally gain H3K27me3 after gastrulation, followed by the appearance of morphological abnormalities at E9.5, pointing to a recurrent link between Usp9x and PRC2 during development. Usp9x is a marker of “stemness” and is mutated in various neurological disorders and cancers. Our results unveil a Usp9x-PRC2 regulatory axis that is critical at peri-implantation and may be redeployed in other stem cell fate transitions and disease states.

## Abstract (web summary)

During development, H3K27me3 is reallocated from large domains in preimplantation embryos to mark promoters of developmental genes. Here the authors show that the deubiquitinase Usp9x interacts with, deubiquitinates and stabilizes PRC2 and provide evidence that a Usp9x-PRC2 regulatory axis is critical at peri-implantation.

## Introduction

Immediately after implantation, the pluripotent embryonic epiblast enters a period of accelerated growth. This amplification event corresponds to a transition in cell fate from a preimplantation state of naïve pluripotency to a postimplantation state of lineage induction. The stages of pluripotency can be modeled in vitro using mouse Embryonic Stem (ES) cells: culture in dual Mek/Gsk3β inhibition with leukemia inhibitory factor (2i/LIF) and vitamin C maintains a preimplantation-like state of pluripotency^1,2^, while ES cells in serum/LIF mimic the fast-growing state of early postimplantation epiblast cells^3,4^. Primed ES cells in FGF2/Activin correspond to a later postimplantation stage, around mid-gastrulation^5^.

Reprogramming of the chromatin landscape contributes to the transition in pluripotent cell states at peri-implantation^6^. This reprogramming event includes a global redistribution of the repressive histone mark H3K27me3, deposited by Polycomb Repressive Complex 2 (PRC2). Recent studies document that H3K27me3 forms broad genic and intergenic domains in preimplantation embryos^7^. After implantation, H3K27me3 becomes concentrated over promoters of developmental regulatory genes^7,8^, resembling patterns that restrain expression of bivalent (H3K27me3/H3K4me3-marked) genes in serum ES cells^9,10^. Similarly, H3K27me3 blankets the genome in 2i ES cells but is primarily promoter concentrated in serum^11,12^. The mechanisms that regulate this peri-implantation switch in PRC2 activity are unknown.

We recently reported a genome-wide screen that revealed that the chromatin state of ES cells is acutely tuned to variations in protein synthesis and degradation^4^. The deubiquitinating enzyme Ubiquitin Specific Protease 9x (Usp9x) was one of the top hits in this screen. Although its roles in chromatin regulation have not been investigated, Usp9x is a marker of “stemness”^13,14^ and is a key, conserved regulator of several stem/progenitor cell types, including neural^15–17^, hematopoietic^18^, muscle^19^ and intestinal cells^20^. For example, Usp9x promotes self-renewal of mouse neural stem/progenitor cells^15,21^, and *USP9X* mutations are implicated in X-linked neurodevelopmental syndromes^22–24^, Turner Syndrome^25^, intellectual disability^26^ and seizures^27^ (reviewed in ref. ^28^.). Moreover, *USP9X* mutations occur frequently in human cancers^29^.

We report here that Usp9x deubiquitinates and stabilizes PRC2, acting as a gatekeeper to the switch in H3K27me3 deposition patterns during mouse development. These findings shed light on the regulation of chromatin reprogramming in pluripotent cells and during lineage commitment, and have important implications for physiological and pathological settings where Usp9x and PRC2 are critical.

## Results

### Usp9x promotes ES cell self-renewal and a transcriptional state of preimplantation

We sought a system to acutely deplete Usp9x in pluripotent cells. *Usp9x*-knockout ES cells minimally contribute to chimeric embryos^30^ and demonstrate altered differentiation kinetics in vitro^31^. Because genetic deletions allow for cellular adaptation over time, we established an auxin-inducible degron (AID) system for acute control of Usp9x protein levels^32,33^ (Fig. 1a). In ES cells homozygous for the *OsTir1* auxin receptor, we tagged endogenous *Usp9x* with enhanced green fluorescent protein (GFP) and a minimal AID or 3x Flag tag (herein referred to as AID-Usp9x or Flag-Usp9x, respectively). Auxin drives substantial Usp9x protein depletion in AID-Usp9x cells within ~8 h (Supplementary Fig. 1a).

**Fig. 1:**
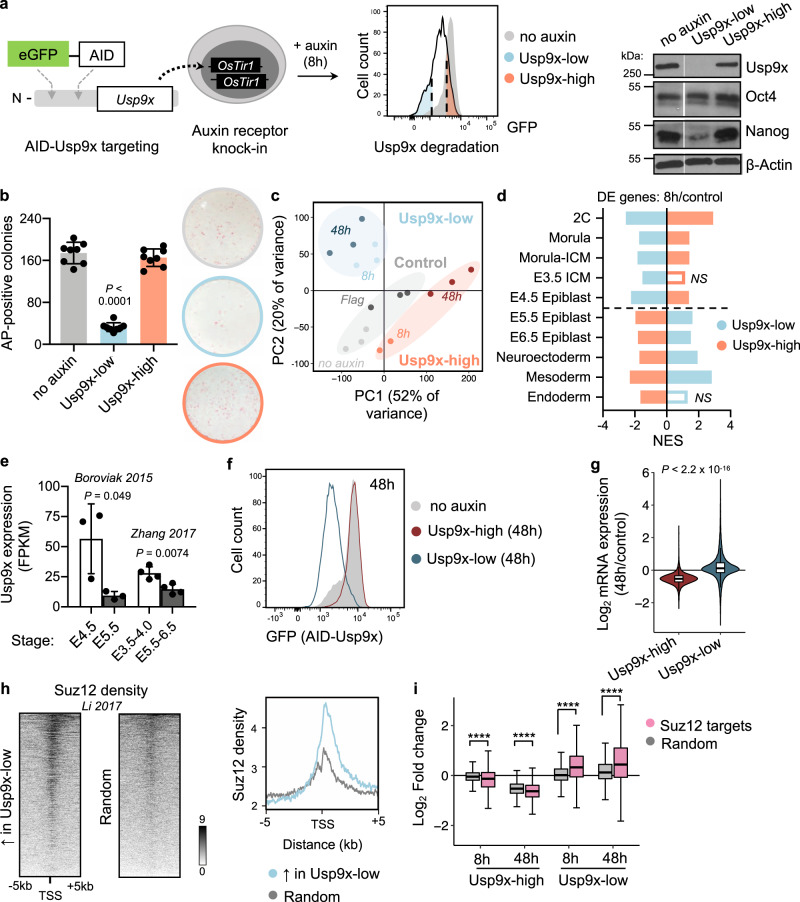
Usp9x promotes ES cell self-renewal and a transcriptional signature of preimplantation linked to PRC2 activity. **a** Schematic of an auxin-inducible degron (AID) system for acute Usp9x depletion in mouse embryonic stem (ES) cells with representative flow cytometry plot of GFP (AID-Usp9x) expression in Usp9x-low and Usp9x-high ES cells. Right: western blot of endogenous Usp9x level in sorted cell fractions (see Supplementary Fig. 1b). **b** Quantification and representative images of colony formation assays. Usp9x-low ES cells display a self-renewal deficit. *AP*, Alkaline Phosphatase. **c** Principal Component (PC) Analysis of gene expression by RNA-seq. *8h*: 8 h auxin. *No auxin*: AID-Usp9x cells with vehicle treatment. *48h*: 8 h auxin followed by 48 h recovery without auxin. *Flag*: Flag-Usp9x cells after 8 h auxin and 48 h recovery. **d** The transcriptional signatures of Usp9x-high or Usp9x-low ES cells correlate with different stages of peri-implantation development by Gene Set Enrichment Analysis (GSEA). Genes differentially expressed between Usp9x-high or Usp9x-low ES cells and controls were used in each case. See Methods for references. DE, differentially expressed (relative to controls); NS, not significant (FDR > 0.05); NES, Normalized Enrichment Score. **e** Usp9x mRNA expression in the epiblast declines from pre- to postimplantation^36,37^. **f** Flow cytometry plot measuring median fluorescence intensity of GFP (Usp9x expression) in Usp9x-high and Usp9x-low ES cells after 8 h auxin treatment and 48 h recovery (without auxin). **g** Fold-change in expression of all genes at 48 h relative to control cells, showing hypotranscription in Usp9x-high ES cells and hypertranscription in Usp9x-low ES cells. **h** Heatmaps with summary profile plot of Suz12 binding (data from wild-type ES cells^43^) over the genes upregulated in Usp9x-low cells or a random subset (*N* = 1310). **i** Boxplots showing repression (in Usp9x-high) or induction (in Usp9x-low) of Suz12 target genes^57^, compared to a random subset (*N* = 3350). Western blots represent at least two biological replicates (**a**). Data are mean ± s.d. of four replicates from two independent experiments (**b**), mean ± s.d. of 3–4 replicates (**e**), representative of three experiments (**f**, **h**). Boxplot hinges (**g**, **i**) show the first and third quartiles, whiskers show ±1.5*inter-quartile range (IQR) and center line shows median of three biological replicates. ****P < 2.2 × 10^−16^. *P*-values by one-way ANOVA with Dunnett’s multiple comparisons test to the no-auxin condition (**b**), two-tailed Student’s *t*-tests with Welch’s correction (**e**), two-tailed Wilcoxon rank-sum test (**g**), and ANOVA with pairwise two-tailed Wilcoxon tests (**i**).

The AID tagging system enhances the underlying heterogeneity of Usp9x expression in ES cells cultured in serum/LIF, enabling us to use GFP expression to isolate subpopulations that resist degradation (Usp9x-high) or lose Usp9x (Usp9x-low) in response to auxin (Fig. 1a, Supplementary Fig. 1b), each fraction corresponding to ~20% of the total population. Usp9x-low ES cells display a 5-fold reduction in self-renewal capacity, measured by their ability to form undifferentiated, Alkaline Phosphatase (AP)-positive colonies when plated at low density (Fig. 1b). Knockdown of Usp9x by an alternative method (RNA interference) also induces loss of self-renewal (Supplementary Fig. 1c). Usp9x-high and Usp9x-low ES cells express comparable levels of Oct4, but Usp9x-low ES cells are Nanog-low (Fig. 1a), consistent with their self-renewal deficit. Interestingly, conditions that sustain ground state, naïve pluripotency (2i/LIF) impose homogeneity on Usp9x expression (Supplementary Fig. 1d). Usp9x has been found to interact with Oct4 and Sall4 as well as naïve factors Klf4 and Esrrb in mouse ES cells^31,34^. Taken together, these data suggest that Usp9x is coupled to the self-reinforcing naïve pluripotency network and may explain why a subset of AID-Usp9x ES cells in serum resist auxin-mediated degradation.

We hypothesized that the subset of cells in serum/LIF with high Usp9x expression and that resist its degradation are those that robustly express the naïve pluripotency network. We performed cell number-normalized (CNN) RNA-sequencing (RNA-seq) with spike-ins to characterize Usp9x-high and Usp9x-low ES cells. 

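Usp9x mRNA, the transcript of the deubiquitinase whose tagged protein was sorted on, stood at 647 ± 120 CPM (counts scaled by library size and ERCC spike-ins, SD, n = 6 libraries) in control ES cells. At 8 h it stood at 472 ± 27.1 CPM (SD, n = 3) in Usp9x-low cells and at 755 ± 97.1 CPM (SD, n = 2) in Usp9x-high cells. Against the controls, Usp9x had log2 fold changes of −0.46 (SE 0.15, adjusted p = 0.0284) in the Usp9x-low and 0.22 (SE 0.17, adjusted p = 0.634) in the Usp9x-high fraction. Neither passed the fold threshold. The log2 difference between the fractions was −0.68 (SE 0.19, adjusted p = 0.00773), under the fold threshold, and passed with TMM (−0.75), with DESeq2 size factors (−0.76), with the ratio of total ERCC counts (−0.703) and without Usp9x-low 8 h replicate 2 or Usp9x-high 8 h replicate 2 (−0.7045 and −0.80). At 48 h, Usp9x-low cells held 412.5 ± 42.1 CPM of Usp9x (SD, n = 3, log2 fold change −0.65, SE 0.16, adjusted p = 0.00128, under the fold threshold). It passed there with TMM (−0.704), against the no-auxin controls alone (−0.83) and without Flag-Usp9x control replicate 1 or 2 or Usp9x-low 48 h replicate 2 (−0.71, −0.71 and −0.72). In Usp9x-high cells at 48 h, Usp9x fell by 0.81 on the log2 scale (369 ± 116 CPM, SD, n = 3, SE 0.16, adjusted p = 9.85e-05). That call was lost with TMM scaling (−0.27), against the Flag-Usp9x controls alone (−0.61) and without Usp9x-high 48 h replicate 2 (−0.61).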

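The RNA came from 17 libraries, with 3 independent clones of each line used. Control ES cells were AID-Usp9x cells without auxin (3 libraries) and Flag-Usp9x cells, which carry no degron on Usp9x, after auxin for 8 h and recovery for 48 h (3 libraries). The 6 were pooled as controls, as in the paper. AID-Usp9x cells given auxin for 8 h were sorted on GFP into Usp9x-low (3 libraries) and Usp9x-high cells (2 libraries), and sorted cells were also grown for 48 h without auxin (3 libraries each). ERCC spike-in RNA was added before the libraries were made, and the authors counted reads per gene over the exons of the mm10 annotation. Counts over genes summed to between 23087542 and 34228144 (median 27037038) in no-auxin, 29389062 and 37216947 (30216133) in Flag-Usp9x, 27818380 and 34349601 (33492085) in Usp9x-low 8 h and 25752593 and 27278558 (26515575.5) in Usp9x-high 8 h libraries. At 48 h they summed to between 26419050 and 30264105 (27667770) in Usp9x-low and 28261284 and 41173048 (33386997) in Usp9x-high libraries. ERCC counts were 0.647 ± 0.0292% (SD) of gene counts in no-auxin, 0.771 ± 0.0605% in Flag-Usp9x, 0.742 ± 0.0431% in Usp9x-low 8 h, 0.735 ± 0.0358% in Usp9x-high 8 h, 0.679 ± 0.0569% in Usp9x-low 48 h and 1.03 ± 0.121% in Usp9x-high 48 h libraries (n as above). Libraries were scaled by factors from the ERCC counts. In all, 15131 genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene passed at an adjusted p under 0.05 with a log2 fold change beyond 0.7 in either direction. The median SE of a gene's log2 fold change was between 0.145 and 0.169 in the comparisons with controls. Groups were not shown to differ from each other unless the difference itself was tested.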

By principal component analysis (PCA), biological replicates cluster according to Usp9x levels (Fig. 1c). 

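Along the leading component of the ES cell libraries, which held 54.7% of the variance of log2 CPM over 15131 genes, Usp9x-low libraries stood on one side of the controls and Usp9x-high libraries on the other. Usp9x-low cells scored 29.4 to 38.8 at 8 h (n = 3) and 62.5 to 79.8 at 48 h (n = 3), and the 6 controls scored −20.5 to 8.94. Usp9x-high cells scored −38.4 and −44.3 at 8 h (n = 2) and −75.5, −62.0 and −43.2 at 48 h (n = 3), so that their time points overlapped on this axis. The next component (19.5%) set the 3 no-auxin controls (−47.0, −36.3 and −27.6) apart from the Usp9x-high 48 h libraries (12.1, 38.4 and 57.0). A further component (9.52%) parted the Usp9x-low cells by time, with scores of −38.6 to −32.2 at 8 h and 20.9 to 27.8 at 48 h. Flag-Usp9x control replicate 3 stood apart from the other Flag-Usp9x controls, at 8.94 against −20.5 and −16.6 on the leading component. Scores are a description of the libraries and carry no test.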

We calculated differential expression in 8 h Usp9x-high or Usp9x-low ES cells versus controls and compared their profiles to molecular signatures of development using Gene Set Enrichment Analysis (GSEA)^35^ (Supplementary Data 1). This analysis revealed a striking polarity based on Usp9x levels: the Usp9x-high state correlates with preimplantation embryonic stages, whereas Usp9x-low ES cells resemble the postimplantation epiblast and early lineages (Fig. 1d). 

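Genes of the 2-cell stage, among them the Zscan4 and Usp17l families, were higher in Usp9x-high ES cells at 8 h and lower in Usp9x-low cells. Of 23 measured members, 14 rose in Usp9x-high cells and 0 fell (17 and 0 adjusted over the list alone), with Usp17lb at 1.64 (log2 fold change, SE 0.24, adjusted p = 0.000107) and Trim43a at 1.68 (SE 0.31, adjusted p = 0.00108). In Usp9x-low cells 18 fell and 0 rose (20 and 0 adjusted over the list alone), with Zscan4b at −1.89 (SE 0.24, adjusted p = 9.1e-07) and Zscan4c at −2.23 (SE 0.32, adjusted p = 4.64e-06). By camera, with the list compared with the other genes, adjusted p was 5.38e-31 in Usp9x-high cells (adjusted p = 0.00771 with an estimated correlation) and 2.2e-12 in Usp9x-low cells (adjusted p = 0.0859 with an estimated correlation). Primitive streak and mesoderm genes went the other way. Of 23 measured, 6 fell and 0 rose in Usp9x-high cells (8 and 0 adjusted over the list alone, camera adjusted p = 0.000356). In Usp9x-low cells 9 rose and 2 fell (9 and 2 adjusted over the list alone, camera adjusted p = 0.011). Both streak calls were lost with an estimated correlation (adjusted p = 0.464 and adjusted p = 0.639). The call in Usp9x-low cells was also lost with TMM scaling (adjusted p = 0.0639) and against the Flag-Usp9x controls alone (adjusted p = 0.15). Of 14 measured Hox genes, which pattern the body axis, 6 were higher and 0 lower in Usp9x-low cells (9 and 0 adjusted over the list alone, camera adjusted p = 4.07e-06, adjusted p = 0.0859 with an estimated correlation). Hoxa1 stood at 1.88 (SE 0.20, adjusted p = 5.28e-08) and Hoxb1 at 2.93 (SE 0.32, adjusted p = 7.58e-08). In Usp9x-high cells 0 Hox genes passed in either direction. Of 15 measured endoderm genes, 3 rose in Usp9x-low cells (4 adjusted over the list alone), Dab2 (0.98, SE 0.18, adjusted p = 0.000114), Sox17 (1.23, SE 0.29, adjusted p = 0.00188) and Gata4. Hnf4a fell, and the list did not pass (camera adjusted p = 0.152). In Usp9x-high cells 0 passed (camera adjusted p = 0.573). Trophectoderm genes split in Usp9x-low cells, with 4 of 13 higher and 4 lower, and in Usp9x-high cells 3 fell (4 adjusted over the list alone). The list passed in neither (camera adjusted p = 0.633, toward lower against a median of 0.19, and adjusted p = 0.135). Neuroectoderm genes passed in small numbers, 2 of 17 higher and 3 lower in Usp9x-low cells and 1 higher (Neurog1) in Usp9x-high cells (camera adjusted p = 0.912 and 0.573, the latter toward higher against a median of −0.05). Members of the Zscan4, Usp17l and Trim43 families share sequence, so that values of single members are uncertain. The Trim43a call was lost without Usp9x-high 8 h replicate 1. The Neurog1 call in Usp9x-high cells (1.03, SE 0.29, adjusted p = 0.0427) was lost with limma-voom (adjusted p = 0.0591), with DESeq2 (adjusted p = 0.0851), with at least 1 count as the filter (adjusted p = 0.0606), against the no-auxin controls alone (adjusted p = 0.147) and without either Usp9x-high replicate.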

Usp9x-high ES cells express high levels of naïve state markers and low levels of primed state markers, while the opposite is observed in Usp9x-low ES cells (Supplementary Fig. 1e,f). Moreover, the expression of Usp9x itself declines from pre- to postimplantation in wild-type embryos (Fig. 1e and Supplementary Fig. 1g)^36,37^ and with early lineage commitment by Embryoid Body (EB) formation (Supplementary Fig. 1h,i). 

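Nanog, Klf4 and Esrrb, transcription factors of naïve pluripotency, fell in Usp9x-low ES cells at 8 h (log2 fold changes −1.56, −1.71 and −1.805, SE 0.17, 0.18 and 0.19, adjusted p = 4.26e-08, 4.32e-08 and 3.75e-08, 3 against 6 libraries). Nanog stood at 109 ± 26.9 CPM (SD, n = 3) there, 321 ± 68.4 CPM (n = 6) in controls and 449 ± 72.5 CPM (n = 2) in Usp9x-high cells. The log2 fold changes of Nanog, Klf4 and Esrrb in Usp9x-high cells were 0.48, 0.27 and 0.25 (adjusted p = 0.134, 0.576 and 0.637). Of 22 measured naïve genes, 19 fell and 0 rose in Usp9x-low cells (19 and 0 adjusted over the list alone), Tcl1 by 2.27 (SE 0.16, adjusted p = 9.24e-11) and Zfp42, also known as Rex1, by 1.78 (SE 0.17, adjusted p = 7.16e-09). In Usp9x-high cells 2 rose and 0 fell (4 and 0 adjusted over the list alone): Pramel7 (1.29, SE 0.20, adjusted p = 0.000181) and Pramel6 (1.10, SE 0.27, adjusted p = 0.0156), members of a gene family expressed in the preimplantation embryo. Primed genes went the other way. Of 16 measured, 6 fell and 0 rose in Usp9x-high cells (6 and 0 adjusted over the list alone), with the POU factor Pou3f1 at −1.49 (SE 0.17, adjusted p = 3.97e-06), the growth factor Fgf5 at −1.98 (SE 0.27, adjusted p = 3.65e-05) and the intermediate filament gene Nes at −1.30 (SE 0.18, adjusted p = 5.31e-05). In Usp9x-low cells 6 rose and 0 fell (6 and 0 adjusted over the list alone), with Pou3f1 at 1.33 (SE 0.13, adjusted p = 7.16e-09), Nes at 1.38 (SE 0.14, adjusted p = 1.88e-08) and Sox3 at 1.25 (SE 0.14, adjusted p = 1.09e-07). Between the fractions, Usp9x-low against Usp9x-high, Nanog stood at −2.04 (SE 0.20, adjusted p = 4.61e-09), Fgf5 at 3.43 (SE 0.29, adjusted p = 4.87e-10). In that comparison 20 naïve genes were lower and 1 higher (Gbx2, named after its value was seen), and 9 primed genes were higher and 0 lower. General pluripotency genes did not pass: 0 of 12 in either fraction, with Pou5f1, which encodes Oct4, at −0.04 (adjusted p = 0.929) in Usp9x-high and −0.14 (adjusted p = 0.377) in Usp9x-low cells. By camera, the naïve list passed in Usp9x-low (adjusted p = 3.87e-31) and Usp9x-high cells (adjusted p = 2.85e-16), and the primed list likewise (adjusted p = 7.34e-07 and 8.9e-12). With an estimated correlation none of these 4 passed (adjusted p = 0.0859, 0.183, 0.264 and 0.12), and the naïve list passed between the fractions (adjusted p = 0.0482). Pramel6 lost its call against the no-auxin controls alone and without either Usp9x-high replicate.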

Of note, low Usp9x expression does not represent a distinct cell cycle stage (Supplementary Fig. 1j). These results indicate that Usp9x promotes ES cell self-renewal and that loss of Usp9x captures the transcriptional reprogramming that occurs in pluripotent cells at implantation.

ES cells cultured in serum/LIF represent a heterogeneous mixture of interconvertible pluripotent states. Similar to the cases of naïve pluripotency markers such as Esrrb^38^ and Nanog^39^, isolated Usp9x-high or Usp9x-low cells do not readily redistribute along a spectrum of Usp9x expression after culture of the two populations in isolation. Rather, they adopt divergent phenotypes and undergo additional transcriptional reprogramming (Fig. 1f and Supplementary Fig. 2a,b). 

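In Usp9x-high ES cells at 8 h, 414 genes were lower and 52 higher than in the controls, of 15131 tested (2 against 6 libraries). Among the lower genes were the interferon-inducible GTPases Gbp2b (log2 fold change −3.32, SE 0.42, adjusted p = 1.85e-05) and Gbp2 (−3.02, SE 0.42, adjusted p = 4.55e-05). They stood at 0.870 ± 0.156 and 1.46 ± 0.370 CPM (SD, n = 2) against 8.64 ± 4.74 and 11.8 ± 7.24 CPM (n = 6). Pkdcc, a secreted kinase of skeletal development, fell by 2.82 (SE 0.35, adjusted p = 1.79e-05), and Piezo2, a mechanosensitive ion channel, fell by 2.84 (SE 0.48, adjusted p = 0.000505). The sarcomeric actins Actc1 (−3.19, SE 0.66, adjusted p = 0.0038) and Acta1 (−3.01, SE 0.58, adjusted p = 0.00179) fell too, with calls that were lost without either Usp9x-high replicate. Among the higher genes were Gm8300 (1.38, SE 0.27, adjusted p = 0.00251), lost without Usp9x-high 8 h replicate 2. Another was the water and glycerol channel Aqp3 (1.14, SE 0.27, adjusted p = 0.0135), lost with DESeq2, against the no-auxin controls alone and without Usp9x-high 8 h replicate 1. Over all genes the median log2 fold change was −0.09, and 68.1% of genes lay below 0. As a median per library, Usp9x-high cells stood at −0.03 and −0.13 (mean −0.0818 ± 0.0720, SD, n = 2) against 0.00168 ± 0.167 in the controls (n = 6, exact permutation test, two-sided p = 0.5). The smallest p that 28 regroupings allow was 0.0357. The split between higher and lower moved with scaling, to 127 higher and 356 lower with TMM, and with the controls, to 15 higher against the no-auxin and 394 against the Flag-Usp9x controls alone. Without Usp9x-high 8 h replicate 1 the counts were 15 and 137, and without replicate 2 they were 8 and 89, with a lone library assumed to vary like the other groups. Without no-auxin control replicate 2, 98 genes were higher.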

At 8 h, Usp9x-high ES cells demonstrate mildly decreased expression of many transcripts relative to no-auxin control cells, although only 277 downregulated genes meet the threshold for differential expression (fold-change >1.5 and adjusted *P* < 0.05), with 70 upregulated genes (Supplementary Fig. 2c). 

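Usp9x-high ES cells grown for 48 h without auxin had 4183 genes lower and 29 higher than controls, and 96.2% of 15131 genes had a log2 fold change below 0 (median −0.55, 3 against 6 libraries). The fall took in genes of early lineages: the streak regulators T (−2.33, SE 0.40, adjusted p = 3.85e-05), Eomes (−1.40, SE 0.20, adjusted p = 1.06e-05) and Sp5 (−2.001, SE 0.33, adjusted p = 2.78e-05). In all, 16 of 23 primitive streak and mesoderm genes fell and 0 rose (16 and 0 adjusted over the list alone). Their median was −0.92 against −0.55 over all genes, but against the fall of other genes the list did not pass (camera adjusted p = 0.605). The secreted matrix protein gene Thbs1 fell by 2.14 (SE 0.39, adjusted p = 5.58e-05). Utp20 and Polr1a, genes of ribosome production, fell by 0.97 and 0.87, and Lin28a, an RNA-binding protein gene of pluripotent cells, by 0.71. Genes of the integrated stress response, which follows amino acid or protein folding stress, rose against this shift. Of 16 measured, 5 were higher and 0 lower (5 and 0 adjusted over the list alone, camera adjusted p = 9.83e-29, adjusted p = 0.0299 with an estimated correlation). This list was written after part of the paper's fold changes for these libraries had been read, so it is not independent of them. Chac1, a glutathione-degrading enzyme gene, rose by 2.71 (SE 0.22, adjusted p = 1.18e-08, 16.3 ± 3.34 against 2.46 ± 0.582 CPM, SD, n = 3 and 6) and the stress regulator Nupr1 by 2.05 (SE 0.29, adjusted p = 1.11e-05). Outside the list, the glycine transporter gene Slc6a9 rose by 1.26 (SE 0.19, adjusted p = 1.56e-05) and the cytokine gene Gdf15 by 1.09 (SE 0.18, adjusted p = 3.22e-05). As a median per library, Usp9x-high cells stood at −0.34, −0.71 and −0.57 (mean −0.539 ± 0.188, SD, n = 3), below each of the 6 controls (−0.22 to 0.21, exact permutation test, two-sided p = 0.0119, the smallest that 84 regroupings allow). With TMM, which sets the bulk of genes equal, the median moved from −0.55 to −0.0072 and the counts to 197 higher and 236 lower. T, Eomes, Sp5, Thbs1, Chac1, Nupr1, Slc6a9 and Gdf15 kept their calls, and Utp20 (−0.43), Polr1a (−0.32) and Lin28a (−0.17) lost theirs. The count of lower genes was 6605 without Usp9x-high 48 h replicate 1, 2190 without replicate 2, 6343 against the no-auxin and 2596 against the Flag-Usp9x controls alone. The paper's methods do not state the number of cells lysed at 48 h. 

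**Figure D1:**
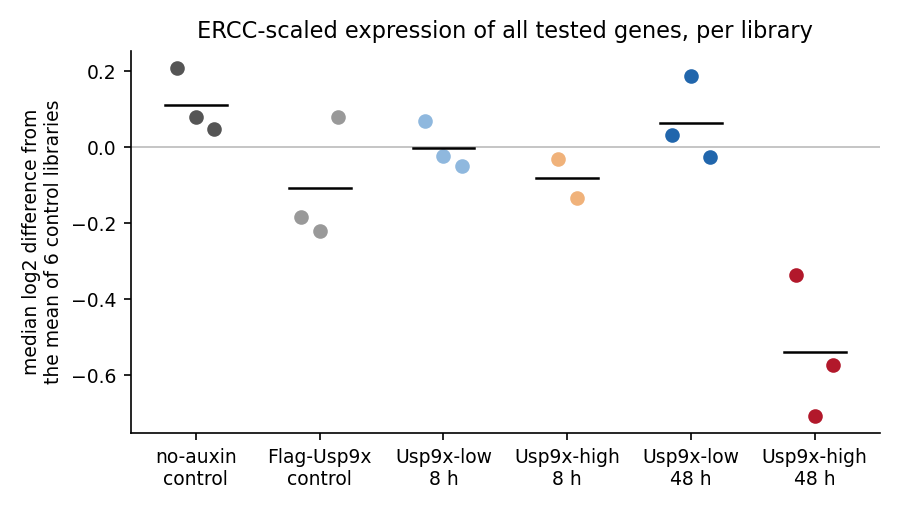
Median log2 difference of each ES cell library from the mean of the 6 controls over 15131 genes, with counts scaled by the ERCC spike-ins. Each point is 1 library.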

By 48 h, Usp9x-high cells settle further into a state of hypotranscription^3^, with suppression of the majority of the transcriptome relative to control cells (Fig. 1g and Supplementary Fig. 2c). 

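After 48 h without auxin, Usp9x-low ES cells had 2156 genes higher and 1136 lower than controls (3 against 6 libraries), and genes of the primitive streak and tail bud were among those that rose. T stood at 316 ± 40.7 CPM (SD, n = 3) against 11.4 ± 9.28 CPM (n = 6, log2 fold change 4.79, SE 0.33, adjusted p = 1.5e-12). The growth factor Fgf8 stood at 37.3 ± 6.51 against 1.33 ± 0.845 CPM (4.80, SE 0.24, adjusted p = 1.02e-14) and the homeobox gene Nkx1-2 at 28.2 ± 4.195 against 0.941 ± 0.609 CPM (4.89, SE 0.27, adjusted p = 3.16e-14). Of 23 primitive streak and mesoderm genes, 16 rose and 2 fell, Mesp2 and Meox1 (16 and 2 adjusted over the list alone, camera adjusted p = 4.12e-16, adjusted p = 0.07 with an estimated correlation). Of 13 trophectoderm genes, 8 rose and 1 fell, Rhox6 (8 and 1 adjusted over the list alone, camera adjusted p = 4.01e-07, adjusted p = 0.126 with an estimated correlation). The keratin gene Krt8 stood at 4.13 (SE 0.29, adjusted p = 1.57e-12) and Cdx2, which also marks the posterior embryo, at 4.37 (SE 0.25, adjusted p = 6.82e-14). Hox genes rose in 11 of 14 cases and fell in 0 (11 and 0 adjusted over the list alone, camera adjusted p = 6.7e-07, adjusted p = 0.115 with an estimated correlation), Hoxd8 by 4.28 (SE 0.30, adjusted p = 2.26e-12). Endoderm genes rose in 6 of 15 and fell in 1, Hnf4a (6 and 1 adjusted over the list alone, camera adjusted p = 0.0164, adjusted p = 0.491 with an estimated correlation), with the basement membrane collagen Col4a2 at 2.22 (SE 0.15, adjusted p = 1.77e-12). Of 17 neuroectoderm genes, 5 fell and 2 rose, Foxg1 and Map2 (5 and 2 adjusted over the list alone, camera adjusted p = 0.0449, adjusted p = 0.491 with an estimated correlation, and adjusted p = 0.119 with TMM). The eye and forebrain regulator Pax6 stood at −2.10 (SE 0.26, adjusted p = 1.37e-07). Primed genes split: Otx2, a regulator of the epiblast and forebrain, fell by 3.16 (SE 0.15, adjusted p = 4.83e-15) and Fgf15 by 2.17 (SE 0.16, adjusted p = 3.96e-12). Nes and Cdh2 rose, each by 1.73. In all, 6 of 16 primed genes fell and 2 rose (6 and 2 adjusted over the list alone, camera adjusted p = 0.0323, adjusted p = 0.631 with an estimated correlation, and lost with limma-voom at adjusted p = 0.0668). From 8 h to 48 h the change from control moved by −2.80 for Otx2 (SE 0.16, adjusted p = 8.94e-13), 3.25 for T (SE 0.40, adjusted p = 4.91e-07), 1.76 for Nanog (SE 0.18, adjusted p = 2.14e-08) and 1.44 for Klf4 (SE 0.20, adjusted p = 2.22e-06). In all, 1376 genes passed this test upward and 560 downward. Nanog at 48 h stood at 370 ± 40.1 CPM (log2 fold change 0.21, adjusted p = 0.303). Of 22 naïve genes, 10 were lower and 0 higher (10 and 0 adjusted over the list alone, camera adjusted p = 2.47e-05, adjusted p = 0.491 with an estimated correlation), with the growth factor Fgf4 at −1.63 (SE 0.15, adjusted p = 5.63e-10). Over all genes the median was 0.05. Per library it averaged 0.0641 ± 0.111 (SD, n = 3) against the 6 controls (exact permutation test, two-sided p = 0.619). Against the Flag-Usp9x controls alone, 739 genes were lower.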

Usp9x-low cells at 48 h no longer display a clear signature of primed pluripotency but show relative hypertranscription and induction of differentiation- and development-related Gene Ontology (GO) terms (Fig. 1g and Supplementary Fig. 1e, 2c-e). Downregulated genes are enriched for meiosis- and germline-related GO terms, reminiscent of the hypomethylated state of naïve pluripotency driven by vitamin C addition to 2i ES cell culture (Supplementary Fig. 2e). This contrast parallels the predicted upregulation of transcriptional output along with lineage induction from the pre- to postimplantation epiblast^40,41^. These data further demonstrate that Usp9x levels mark distinct subpopulations of ES cells that diverge in their developmental potential.

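Genes of germ cells and meiosis were lower in Usp9x-low ES cells at 48 h: of 34 measured, 21 fell and 2 rose, the chromatin reader Brdt and the piRNA pathway gene Tdrkh (21 and 2 adjusted over the list alone, 3 against 6 libraries). Smc1b, a meiotic cohesin subunit, fell by 2.75 on the log2 scale (SE 0.31, adjusted p = 2.11e-08, 1.91 ± 0.726 against 12.8 ± 5.58 CPM, SD, n = 3 and 6), and Rpl10l, a testis copy of a ribosomal protein gene, by 1.38 (SE 0.13, adjusted p = 1.06e-09, 42.7 ± 5.00 against 111 ± 15.7 CPM). Hsf2bp, which acts in meiotic recombination, fell by 1.26 (SE 0.14, adjusted p = 1.06e-08) and Zcwpw1, a histone methylation reader of meiosis, by 1.14 (SE 0.14, adjusted p = 1.41e-07). By camera, the list passed (adjusted p = 1.11e-07) but not with an estimated correlation (adjusted p = 0.331). At 8 h, 11 of these genes were already lower and 2 higher (12 and 3 adjusted over the list alone, camera adjusted p = 0.0303), among them Hormad1, a protein gene of the meiotic chromosome axis, at −1.60. That call was lost with an estimated correlation (adjusted p = 0.722), with TMM (adjusted p = 0.0915) and against the Flag-Usp9x controls alone (adjusted p = 0.0847). In Usp9x-high cells at 8 h, 1 fell, Tdrd1 (−0.72, a call lost with TMM at −0.65, with DESeq2 size factors at −0.64, with the ratio of total ERCC counts, against the Flag-Usp9x controls alone and without Usp9x-high 8 h replicate 2), and 0 rose, and the list ranked higher than other genes (camera adjusted p = 0.000104, adjusted p = 0.553 with an estimated correlation).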

We next probed the Usp9x-associated transcriptional signatures for clues to the regulatory networks establishing divergent cell fates. Consistent with their anticorrelated GSEA signatures (Fig. 1d), Usp9x-high and Usp9x-low ES cells show polarized expression of many of the same genes. 

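Wnt8a and Wnt3, signals of the early primitive streak, were lower in Usp9x-high and higher in Usp9x-low ES cells at 8 h. Wnt8a stood at 1.42 ± 0.0682 CPM (SD, n = 2) in Usp9x-high, 4.31 ± 1.08 CPM (n = 6) in control and 17.7 ± 0.609 CPM (n = 3) in Usp9x-low cells (log2 fold changes against control −1.59, SE 0.25, adjusted p = 0.000178, and 2.04, SE 0.16, adjusted p = 3.75e-10). Wnt3 stood at 1.45 ± 0.206, 6.92 ± 3.30 and 17.0 ± 0.763 CPM (−2.26, SE 0.34, adjusted p = 0.00014, and 1.29, SE 0.21, adjusted p = 3.14e-05). Of the 414 genes lower in Usp9x-high cells, 334 (80.7%) were higher in Usp9x-low cells and 0 lower. If the lists were independent, 33.8 (8.16%) and 25.4 would be shared. Of the 52 genes higher in Usp9x-high cells, 43 (82.7%) were lower in Usp9x-low cells (3.19 if independent) and 2 higher. Both comparisons used the same 6 controls, which by chance favour changes in the same direction, not in opposite ones. The overlap was also counted with the controls divided. It was 250 of 300 (83.3%, 27.0 if independent) with Usp9x-high cells against the no-auxin and Usp9x-low cells against the Flag-Usp9x controls. The other way round it was 434 of 512 (84.8%, 38.7 if independent). At an unadjusted p under 0.05, 65% of genes lower in Usp9x-high cells were higher in Usp9x-low cells, against a mean of 0.69% in 10 simulations of unchanged groups with shared controls. That low simulated share follows from sharing the controls, so the simulations decide nothing about the opposite changes. Compared directly, Usp9x-low against Usp9x-high cells had 2009 genes higher and 1258 lower (3 against 2 libraries), with Wnt8a at 3.64 (SE 0.26, adjusted p = 3.48e-11) and Wnt3 at 3.55 (SE 0.36, adjusted p = 1.23e-08). The share was 62.7% against the Flag-Usp9x controls alone, 74.8% without no-auxin control replicate 2 and 97.8% without Usp9x-high 8 h replicate 2, where 89 genes were lower in Usp9x-high cells. 

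**Figure D2:**
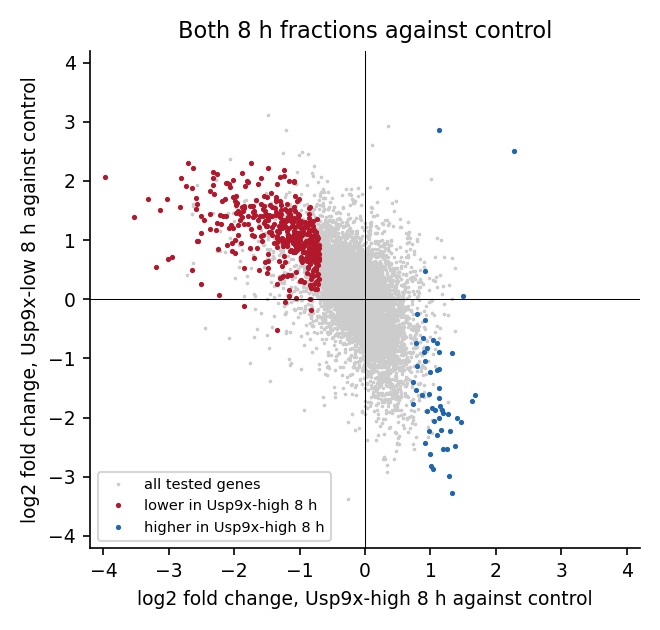
Log2 fold change of each tested gene at 8 h in Usp9x-high (x axis) and Usp9x-low ES cells (y axis), each against the 6 controls.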

Of the 277 genes significantly downregulated in Usp9x-high cells, 248 (90%) are significantly upregulated in Usp9x-low cells. ChIP-X Enrichment Analysis (ChEA)^42^ revealed that these genes are enriched for targets of Polycomb Repressive Complex 2 (PRC2) as well as Rnf2, a component of Polycomb Repressive Complex 1 (PRC1) (Supplementary Fig. 2f). In total, 65% (844/1310) of all the genes upregulated in Usp9x-low cells at 8 h are bound by Suz12 in ES cells (Supplementary Fig. 2f). 

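In Usp9x-low ES cells at 8 h, 1235 genes were higher and 929 lower than in controls (3 against 6 libraries). The casein gene Csn3 rose (8.50 ± 0.923 against 1.01 ± 0.588 CPM, SD, n = 3 and 6, log2 fold change 3.12, SE 0.25, adjusted p = 6.43e-10). Shisa6, a partner of glutamate receptors, rose as well (15.0 ± 0.478 against 3.06 ± 0.717 CPM, 2.31, SE 0.17, adjusted p = 1.23e-10). The cytokine gene Il33 rose by 2.21 (SE 0.19, adjusted p = 1.2e-09), the cannabinoid receptor gene Cnr1 by 2.21 (SE 0.20, adjusted p = 4.07e-09), and Mafb, a transcription factor of hindbrain and macrophages, by 2.15 (SE 0.19, adjusted p = 2.37e-09). Lower genes included Calcoco2, an autophagy receptor (4.92 ± 1.2 against 34.5 ± 6.08 CPM, −2.81, SE 0.18, adjusted p = 1.48e-11), and the collagen receptor gene Ddr2 (−2.61). At 48 h, 886 of the 1235 higher genes (71.7%, 176 if the lists were independent) were again higher, and 526 of the 929 lower genes (56.6%, 69.8 if independent) again lower. Both time points share their controls, so the overlap was also counted with the controls divided. With 8 h against the no-auxin and 48 h against the Flag-Usp9x controls it was 868 of 1145 higher (75.8%, 185 if independent) and 445 of 1331 lower genes (33.4%, 65.0 if independent). The other way round it was 784 of 1363 (57.5%, 176 if independent) and 361 of 577 (62.6%, 59.45 if independent). At an unadjusted p under 0.05, 74.5% of genes higher and 55.3% of genes lower at 8 h were so at 48 h, against means of 12.4% and 11.5% in 10 simulations of unchanged groups with shared controls. The divided and simulated overlaps of the time points were counted after the observed one was seen. The count of lower genes was 577 against the Flag-Usp9x controls alone. Suz12 binding at these genes was not part of the count tables.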

Mapping Suz12 chromatin immunoprecipitation (ChIP)-seq signal^43^ over these 1310 genes confirmed their enrichment for PRC2 binding (Fig. 1h), implicating PRC2 in the transcriptional polarity of Usp9x-high and Usp9x-low ES cells.

We asked whether Usp9x depletion relieves PRC2-mediated transcriptional repression. Suz12 target genes are upregulated relative to a random gene subset in Usp9x-low ES cells, with reciprocal repression in the Usp9x-high state (Fig. 1i). 

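Developmental regulators known as PRC2 targets in ES cells, a list of 61 measured genes written from general knowledge, were more often higher than lower in Usp9x-low ES cells at 8 h. In all, 18 were higher and 3 lower, Sox21, Neurog1 and Evx1 (19 and 3 adjusted over the list alone, median log2 fold change 0.55, 3 against 6 libraries). Pitx2, a homeobox gene of left-right asymmetry and a Nodal target, stood at 20.4 ± 1.17 CPM (SD, n = 3) in Usp9x-low, 4.81 ± 1.31 CPM (n = 6) in control and 2.02 ± 0.201 CPM (n = 2) in Usp9x-high cells (2.09, SE 0.16, adjusted p = 4.19e-10, and −1.25, SE 0.24, adjusted p = 0.00218). Mab21l2, a gene of eye and body wall development, stood at 4.06 ± 0.388, 0.962 ± 0.552 and 0.0590 ± 0.0322 CPM (2.07, SE 0.25, adjusted p = 3.11e-07, and −3.98, SE 0.67, adjusted p = 0.000488). Its level in Usp9x-high cells rests on very few counts, so the size of its fall there is uncertain. The homeobox gene Meis2 (1.75, SE 0.20, adjusted p = 1.77e-07) and Ebf1, a B-cell and neuronal factor (1.70, SE 0.23, adjusted p = 1.6e-06), rose in Usp9x-low cells. In Usp9x-high cells 4 fell, Mab21l2, Pitx2, Msx1 (−1.70) and T (−2.59), and 1 rose, Neurog1 (6 and 1 adjusted over the list alone). By camera, adjusted p was 2.25e-05 in Usp9x-low cells (adjusted p = 0.264 with an estimated correlation), 0.286 in Usp9x-high cells (median −0.20) and 0.00174 between the fractions (adjusted p = 0.594 with an estimated correlation). Between the fractions 26 were higher in Usp9x-low cells and 3 lower. Against the Flag-Usp9x controls alone (adjusted p = 0.0249) and without Usp9x-high 8 h replicate 2 (adjusted p = 0.0207) the list passed in Usp9x-high cells. Calls in Usp9x-high cells were lost without replicate 2 for Mab21l2 and Pitx2 and without either replicate for Msx1, T and Neurog1. Neurog1 also lost its call with limma-voom, with DESeq2 and against the no-auxin controls alone. The paper proposes a role for Usp9x in PRC2-mediated silencing of developmental genes in ES cells. From expression, it draws on opposite changes of the same genes in the 2 fractions and their enrichment for Suz12 binding. It also draws on the rise of Suz12 targets in Usp9x-low cells and their repression in Usp9x-high cells. Beyond expression, it draws on H3K27me3 blots and ChIP-seq, and on assays of PRC2 protein level, interaction with Usp9x and ubiquitination.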

Interestingly, genes bound by Suz12 alone versus Rnf2 and Suz12 (PRC1 and PRC2) show similar induction in Usp9x-low and repression in Usp9x-high ES cells, suggesting that co-binding of the complexes does not confer additional silencing (Supplementary Fig. 2g). Furthermore, expression of core PRC2 proteins declines with the transition from naïve (2i) to primed pluripotency (Supplementary Fig. 2h), along with Usp9x protein level and reported decreases in global H3K27me3^44,45^. Although PRC2-knockout ES cells can be propagated in 2i or serum conditions, deletion of core members (Suz12, Ezh2, or Eed) leads to a primed-like chromatin state^11^ and induction of developmental regulatory genes^46,47^. In primed culture conditions, PRC2 deletions promote premature lineage commitment^48–50^. The fate of PRC2-knockout cells resembles that of Usp9x-low ES cells, which not only lose their ability to self-renew (Fig. 1b) but also display induction of primed pluripotency genes followed by spontaneous differentiation after auxin withdrawal (Supplementary Fig. 1e, 2b,e). Taken together, these data indicate that Usp9x-high ES cells represent a PRC2-repressed, preimplantation state of pluripotency, while activation of a subset of PRC2 targets in Usp9x-low ES cells promotes a postimplantation state of lineage induction.

### Usp9x-mutant embryos arrest at mid-gestation with incomplete repression of a subset of PRC2-targeted lineage genes

We next turned to a mouse model to study the role of Usp9x in developmental progression. *Usp9x*-mutant embryos arrest at mid-gestation^30,51^, although the stage and underlying causes of developmental arrest are unknown. To avoid confounding effects from roles of Usp9x in cleavage-stage and trophectoderm development^52,53^, we used a Sox2-Cre to delete *Usp9x* strictly in the postimplantation epiblast derivatives of embryos^54^. We then genotyped and catalogued the morphology of control (ctrl, *Usp9x*^*fl/Y*^) versus mutant (mut, *Usp9x*^*∆/Y*^) embryos at several mid-gestation stages (Fig. 2a, Supplementary Fig. 3a). Deviation from the expected (1:1) ratio arises by E11.5, at which point mutants account for only ~25% of living recovered embryos and have morphological abnormalities with 100% penetrance. The few mutants that survive to E11.5 show extensive hemorrhaging, while the others display pericardial edema, cerebral edema and severe delay, pointing to an earlier developmental arrest (Fig. 2b). *Usp9x* mutants already display developmental delay (delayed turning, open anterior neural tube) or gross abnormalities by E9.5, including blunted posterior trunk development and exencephaly (Fig. 2b). These pleiotropic outcomes agree with the phenotypes of E9.5 chimeric embryos derived from *Usp9x*-genetrapped ES cells and the ubiquitous expression of Usp9x at E9.5^51,55^.

**Fig. 2:**
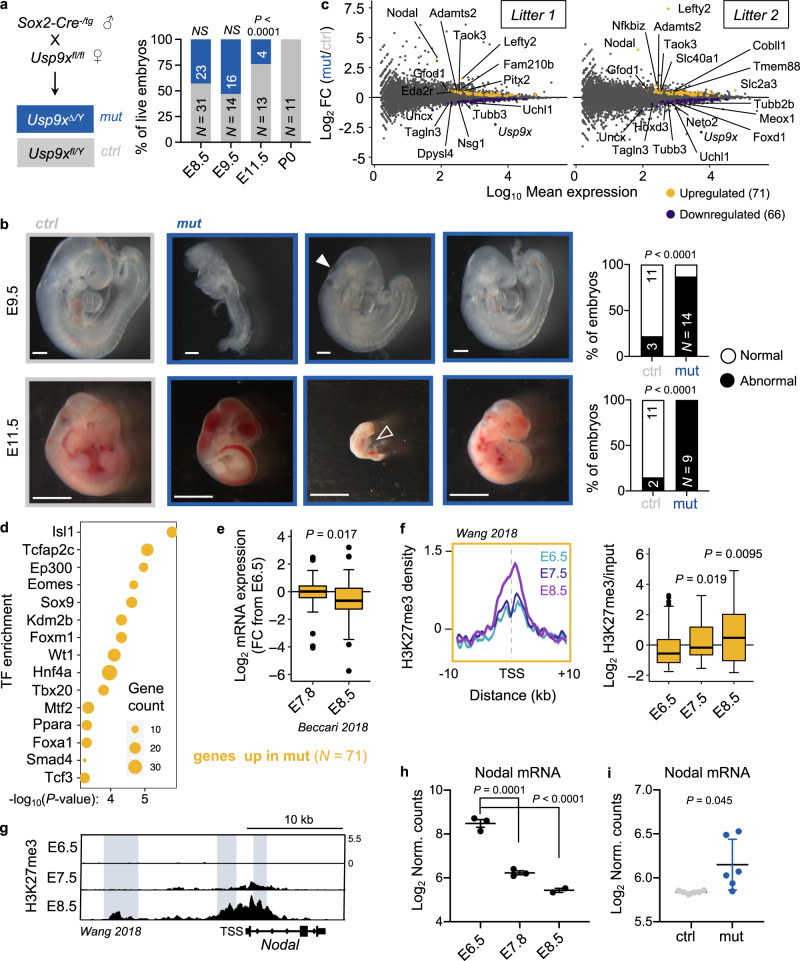
*Usp9x*-mutant embryos arrest at E9.5–E11.5 and display defective repression of early lineage programs marked by H3K27me3. **a** Genetic cross to delete *Usp9x* in epiblast derivatives of postimplantation embryos. Quantification of recovered (live) male embryos at several postimplantation stages (right). **b** Sample images and quantification of control and mutant embryo phenotypes. Relative to controls (left), E9.5 embryos show variable developmental delay, with closed arrow indicating an open anterior neuropore. E11.5 embryos show a range of phenotypes, from hemorrhage to severe delay and death (tally includes dead embryos). Open arrow indicates pericardial edema. Scale bars = 250 µm (E9.5), 2.8 mm (E11.5), with *N* indicated. **c** MA plots of expression changes by RNA-seq in two litters of *Usp9x* mutants versus controls (at E8.5). 3 mutants and 3 controls were sequenced per litter (*N* = 12 embryos total; see Supplementary Fig. 3b-d). **d** Enrichr analysis of the top-enriched transcription factors (TF) that bind to the genes upregulated in *Usp9x*-mutant embryos in various cell types. **e** Expression of the 71 genes upregulated in *Usp9x* mutants during wild-type development^56^. *FC*, Fold-change relative to E6.5 embryos. **f** Distribution and boxplot quantification of H3K27me3 levels^59^ over the promoters of genes upregulated in *Usp9x* mutants (10 kb upstream, 1 kb downstream of TSS). **g** Representative genome browser tracks of H3K27me3 in wild-type embryos (E6.5–E8.5) at the *Nodal* locus^59^. Known enhancer elements are highlighted and show gains of H3K27me3. **h** Nodal mRNA expression in wild-type development^56^. **i** Nodal mRNA expression in E8.5 *Usp9x-*mutant or control embryos. Boxplot hinges show the first and third quartiles, whiskers show ±1.5*IQR and center line shows median of 2–3 biological replicates (**e**, **f**). Data are representative of 2–3 biological replicates (**g**), mean ± s.e.m. of 2–3 biological replicates (**h**), or 6 biological replicates (**i**). *P*-values by *χ*^2^ test (**a**, **b**), Fisher’s exact test (**d**), two-tailed Student’s *t*-tests with Welch’s correction (**e**, **i**), two-tailed Wilcoxon rank-sum tests (**f**), and ANOVA with Dunnett’s multiple comparison test to E6.5 (**h**). *χ*^2^ = 19.78 (**a**), 85.19 (**b**, top), 147.8 (**b**, bottom).

*Usp9x* mutants appear morphologically normal at E8.5 (Supplementary Fig. 3b). 

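Usp9x mRNA was lower in all 6 mutant embryos than in all 6 controls at E8.5, at 44.1 ± 4.65 against 268 ± 69.7 CPM (SD, n = 6 each), a fall by 2.60 on the log2 scale (SE 0.16, adjusted p = 6.81e-07). Control embryos 2 and 3 stood at 188 and 172 CPM of Usp9x, and the other 4 controls at 290 to 336 CPM. Xist, the RNA that coats the inactive X chromosome, had 25142 counts in control embryo 2 and 14116 in control embryo 3, and 1 to 24 in the other 10 embryos. The Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty had 0 counts in control embryos 2 and 3 and 4499 to 6207 summed counts in the others. The paper describes the controls as males. The 12 libraries came from whole embryos without extraembryonic tissue, 6 controls and 6 Sox2-Cre Usp9x mutants of 2 litters. The labels do not say which embryo came from which litter, so litter was not a term in the model. Counts over genes summed to between 28287494 and 37065952 (median 30849493) in control and between 28095922 and 36364321 (median 32813944.5) in mutant embryos. After scaling by TMM, 17165 genes with at least 10 counts over all embryos were tested with edgeR's quasi-likelihood test, and a gene passed at a Benjamini-Hochberg adjusted p under 0.1, the paper's threshold. 

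**Figure D3:**
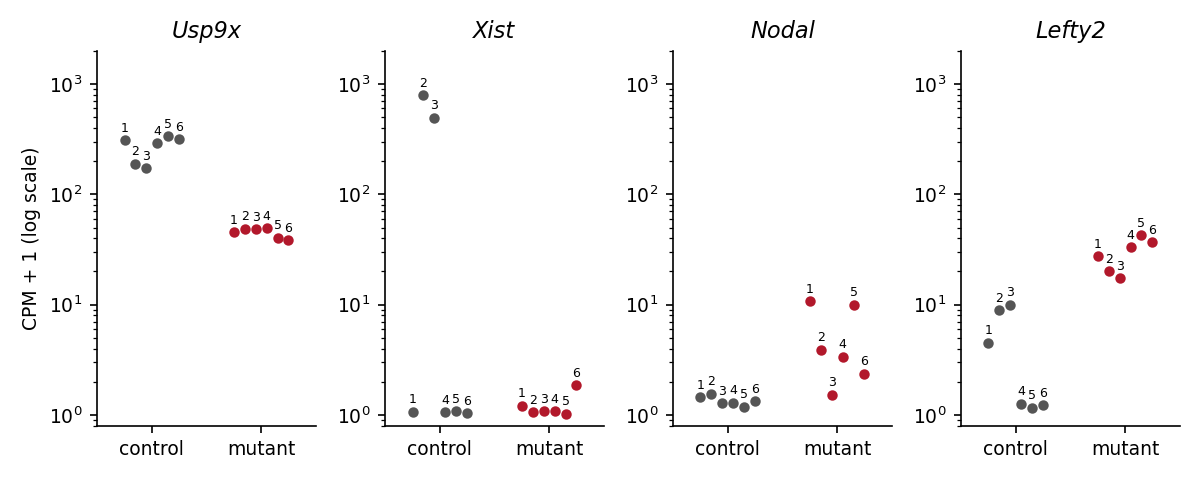
Usp9x, Xist, Nodal and Lefty2 in each E8.5 embryo, as CPM + 1 on a log scale. Each point is 1 embryo, numbered within its group.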

We therefore performed whole-embryo RNA-seq at this stage to identify early transcriptional changes that may anticipate subsequent developmental defects. As expected, the transcriptional differences are relatively minor at this stage: we identified 71 upregulated and 66 downregulated genes across all *Usp9x* mutants (Fig. 2c, Supplementary Fig. 3c,d and Supplementary Data 2). Nevertheless, E8.5 *Usp9x* mutants are readily distinguished from controls by PCA and unsupervised hierarchical clustering (Supplementary Fig. 3e,f). 

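Between mutant and control embryos, 611 genes were higher and 619 lower of 17165 tested (6 against 6 embryos), by small amounts. The median size of their log2 fold changes was 0.195, and 58 and 53 of them changed by more than 1.5-fold. Nfkbiz, an inflammatory regulator of the IκB family, rose by 0.75 (SE 0.099, adjusted p = 0.009, 10.2 ± 0.462 against 6.06 ± 1.09 CPM, SD, n = 6 each), and the kinase gene Taok3 by 0.63 (SE 0.095, adjusted p = 0.0121). Ccng1, a p53 target, rose by 0.44 (SE 0.047, adjusted p = 0.0012, 55.2 ± 3.27 against 40.7 ± 2.52 CPM), and the glucose transporter gene Slc2a3 by 0.39 (SE 0.088, adjusted p = 0.0382, 2237 ± 108 against 1712 ± 290 CPM). Uchl1, a neuronal ubiquitin hydrolase gene, fell by 0.71 (SE 0.11, adjusted p = 0.0126, 21.3 ± 1.22 against 34.8 ± 7.20 CPM), and Meox1, a homeobox gene of somites, by 0.40 (SE 0.072, adjusted p = 0.0186, 51.3 ± 3.68 against 67.6 ± 8.51 CPM). Of the paper's 71 upregulated genes, 68 passed (all but Fam122b, Oat and Bbx), 71 were higher (71 adjusted over the list alone) and the median log2 fold change was 0.31. All 66 of its downregulated genes passed (66 adjusted over the list alone), with a median of −0.22. Both lists were chosen on these embryos and are not independent evidence of direction. Without control embryos 2 and 3, which held Xist and 0 Y-linked counts, 1425 genes were higher and 1401 lower, with 70 of the 71 and 66 of the 66 past the test. This comparison was chosen after seeing the data. Leaving out other pairs of controls moved the counts too. Over autosomal genes, 2717 passed without control embryos 2 and 3. For other pairs the number ran from 1 (embryos 1 and 5) to 2036 (embryos 2 and 4). With DESeq2, 1031 genes were lower. With 1 surrogate variable, 1081 were higher and 1056 lower.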

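Mutant and control E8.5 embryos overlapped on the leading component of log2 CPM over 17165 genes, which held 22.4% of the variance (exact permutation test of the group means, two-sided p = 0.55, n = 6 each). They differed on the next component, of 19.0% (exact permutation p = 0.0455), and on a further one, of 10.5% (exact permutation p = 0.00649). On the latter, control embryos 2 and 3, which held Xist and 0 Y-linked counts, stood at −25.9 and −21.3, the other 4 controls at −6.93 to 2.12 and the mutants at 0.767 to 22.1. Over the 500 genes of largest variance, the mutants differed from controls on the component of 14.5% (exact permutation p = 0.00866) and not on those of 37.4% (exact permutation p = 0.924) and 22.3% (exact permutation p = 0.158). The 6 p-values were not adjusted for the number of components.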

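Of the paper's 71 genes upregulated in Usp9x mutants, 69 were measured in ES cells, and in Usp9x-low cells at 48 h 24 rose and 4 fell (median log2 fold change 0.39, 3 against 6 libraries). Frk, a Src-family kinase gene, rose by 3.22 (SE 0.31, adjusted p = 1.26e-09), Apln, a vascular signal, by 2.62 (SE 0.23, adjusted p = 1.79e-10), and Lefty2, a Nodal antagonist, by 1.13 (SE 0.13, adjusted p = 3.14e-08). Krt18, Pitx2, Chst15 and Pdgfrb rose as well. Those that fell were Gfod1 (−1.71, SE 0.23, adjusted p = 5.16e-07), As3mt, Mfap4 and Cgnl1. These genes were named after their ES cell values were seen, except Pitx2 and Krt18. Above the median of all genes stood 56 of the 69, and by camera the list ranked higher than other genes (p = 3.82e-08), a call lost with an estimated correlation (p = 0.251). With these 9 libraries split into other groups, camera at the preset correlation gave a −log10 p of up to 6.08. No gene passed the threshold in that split. In Usp9x-low cells at 8 h 14 rose and 3 fell (camera p = 6.98e-06, p = 0.34 with an estimated correlation). In Usp9x-high cells 9 fell at 8 h and 29 at 48 h, with 0 higher at either time (camera p = 0.00145 and 0.018, p = 0.492 and 0.605 with an estimated correlation). Of the paper's 66 downregulated genes, 64 were measured. Of these, 11 rose and 3 fell in Usp9x-low cells at 48 h (median 0.01). Against other genes this list did not pass (camera toward lower, p = 0.957, p = 0.991 with an estimated correlation). The rise of Cyp26a1, a retinoic acid-degrading enzyme gene of this list, was 3.55 (SE 0.17, adjusted p = 4.83e-15). 

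**Figure D4:**
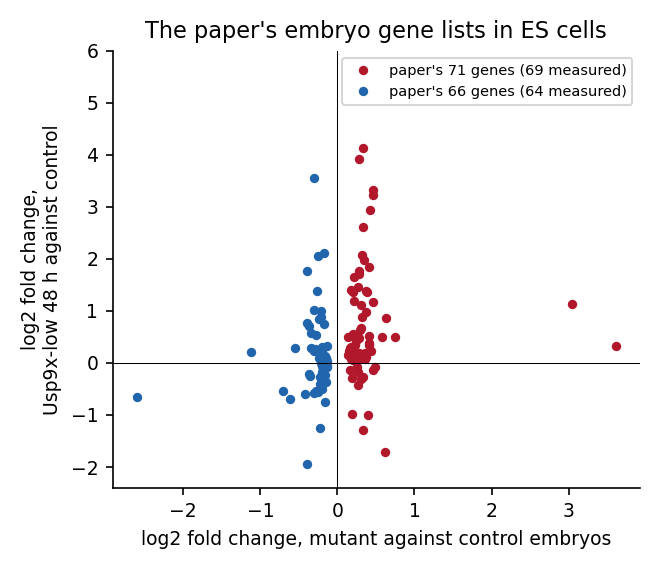
Log2 fold changes in ES cells of the paper's 71 upregulated and 66 downregulated embryo genes, where measured. Each point is 1 gene.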

Upregulated genes in *Usp9x* mutants are also upregulated in 48 h Usp9x-low ES cells (Supplementary Fig. 3g). These genes include targets of master developmental transcription factors (Isl1, Tfap2c, Eomes, Sox9 and Hnf4a, among others, Fig. 2d), and they are enriched for processes in cardiac/mesoderm and endoderm development (Supplementary Fig. 3h). 

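The transcripts of the named factors themselves did not pass in mutant embryos (6 against 6): Isl1 stood at −0.08 (log2 fold change, adjusted p = 0.635), Tfap2c at 0.10 (adjusted p = 0.61), Eomes at 0.08 (adjusted p = 0.851), Sox9 at −0.15 (SE 0.049, adjusted p = 0.108) and Hnf4a at 0.80 (SE 0.39, adjusted p = 0.266). Sox9 passed with DESeq2 (−0.15) and with 1 surrogate variable (−0.15). Of 16 measured cardiac genes, 2 rose and 0 fell (5 and 1 adjusted over the list alone): Myocd, a coactivator of cardiac and smooth muscle genes (0.32, SE 0.093, adjusted p = 0.0748), and the heart and limb factor Hand2 (0.20, SE 0.051, adjusted p = 0.0504). The cardiac list did not pass (camera adjusted p = 0.0704). Of 16 endoderm genes, 1 rose and 0 fell (9 and 2 adjusted over the list alone): Gata4, a factor of heart and endoderm (0.33, SE 0.10, adjusted p = 0.0999), which lost its call with DESeq2 size factors and with a filter of at least 1 count. The endoderm list ranked higher than other genes (camera adjusted p = 0.00333, adjusted p = 0.24 with an estimated correlation). Of 12 measured genes of the visceral and yolk sac endoderm, which are extraembryonic, 1 rose, Spink1 (0.63, SE 0.17, adjusted p = 0.0633), and 0 fell (1 and 0 adjusted over the list alone, median 0.627, camera adjusted p = 0.000632, adjusted p = 0.336 with an estimated correlation), with Cubn at 0.75 (adjusted p = 0.349), Rbp4 at 0.68 (adjusted p = 0.335) and Amn at 0.65 (adjusted p = 0.332). Of 26 primitive streak and mesoderm genes, 0 rose and 1 fell, Meox1 (camera adjusted p = 0.823). The keratin genes Krt8 (0.33, SE 0.094, adjusted p = 0.0747) and Krt18 (0.28, SE 0.059, adjusted p = 0.0274), expressed in early epithelia, rose.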

Overall, the genes upregulated in *Usp9x* mutants at E8.5 typically decline by this point during wild-type development^56^ (Fig. 2e), suggesting that Usp9x is required for appropriate silencing of developmental regulatory genes.

Incomplete repression of regulators of lineage commitment with defective differentiation is also observed in PRC2-hypomorphic ES cells^57,58^. We therefore probed the developmental dynamics of H3K27me3 levels at genes differentially expressed in *Usp9x* mutants. Recent ChIP-seq of wild-type mouse embryos documented a wave of H3K27me3 deposition during gastrulation^59^. Interestingly, the genes upregulated in E8.5 *Usp9x* mutants normally gain significant amounts of H3K27me3 between E6.5 and E8.5 (Fig. 2f), suggesting that PRC2 activity contributes to repressing them and/or reinforcing their transcriptional downregulation (Fig. 2e) at this stage.

Persistent expression of earlier developmental regulators may be a molecular harbinger of stalled development in *Usp9x*-mutant embryos, even though delay is not evident at the phenotypic level until E9.5. We speculate that incomplete repression of key genes, such as the TGFβ superfamily member *Nodal*, may impede developmental progression. *Nodal* normally accumulates H3K27me3 concurrent with its downregulation by E8.5 (Fig. 2g,h), but it remains upregulated in E8.5 *Usp9x* mutants (Fig. 2i). By contrast, the 66 genes downregulated in mutants are normally induced between E7.5 and E8.5 in wild-type development (Supplementary Fig. 3i-k), providing further transcriptional evidence of developmental delay prior to the emergence of phenotypic abnormalities. 

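Nodal stood at 4.32 ± 4.00 CPM (SD, n = 6) in mutant and 0.353 ± 0.136 CPM (n = 6) in control embryos, a log2 fold change of 3.61 (SE 0.66, adjusted p = 0.0193). Mutant embryos 1 to 6 held 323, 92, 19, 84, 292 and 38 counts of Nodal, and the controls 7 to 18. Scaled by library size the groups overlapped, with mutant embryo 3 at 0.523 CPM and control embryo 2 at 0.564 CPM. As log2(CPM + 1), the means were 2.05 ± 1.13 and 0.43 ± 0.14 (SD, exact permutation test, two-sided p = 0.00433). Lefty2, a Nodal target and antagonist, rose by 3.04 (SE 0.60, adjusted p = 0.0228, 28.6 ± 9.78 against 3.53 ± 4.06 CPM, exact permutation p = 0.00216), and its neighbour Lefty1 by 4.66 (SE 1.25, adjusted p = 0.0592). Control embryos 1, 2 and 3 had 100, 254 and 257 counts of Lefty2, and control embryos 4 to 6 had 6 to 8. Of 14 measured genes of Nodal signaling, 8 rose and 0 fell (10 and 0 adjusted over the list alone, camera adjusted p = 2.75e-09, adjusted p = 0.0576 with an estimated correlation). Among them were the feedback regulators Skil (0.26, SE 0.048, adjusted p = 0.0186) and Bambi (0.27, SE 0.053, adjusted p = 0.0228) and the asymmetry gene Pitx2 (0.46, SE 0.11, adjusted p = 0.04). This list was written after part of the paper's tables had been read, and 6 of its genes are among the paper's 71.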

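Some genes of neurons, somites and the proteasome were lower in mutant embryos (6 against 6). Of 12 measured genes of neuronal differentiation, 4 fell and 0 rose (5 and 0 adjusted over the list alone, camera adjusted p = 3.6e-08, adjusted p = 0.0346 with an estimated correlation): the neuronal tubulin gene Tubb3 (−0.42, SE 0.089, adjusted p = 0.0274), the RNA-binding protein gene Elavl3 (−0.83, SE 0.16, adjusted p = 0.0215), Tagln3 (−0.55, SE 0.11, adjusted p = 0.0226) and Uchl1. Of 14 somite and paraxial mesoderm genes, 6 fell and 0 rose (8 and 0 adjusted over the list alone, camera adjusted p = 9.59e-09, adjusted p = 0.0576 with an estimated correlation), with Uncx, a marker of the caudal part of each somite, at −1.12 (SE 0.26, adjusted p = 0.0428) and Foxd1 at −0.40 (SE 0.074, adjusted p = 0.0212). Of 32 proteasome genes, 13 fell and 0 rose (20 and 0 adjusted over the list alone, camera adjusted p = 3.56e-13, adjusted p = 0.214 with an estimated correlation), by small steps such as Psmd11 at −0.20 (SE 0.030, adjusted p = 0.0106) and Psmc2 at −0.20 (SE 0.035, adjusted p = 0.0155). Among Hox genes 4 of 37 fell and 0 rose (5 and 0 adjusted over the list alone, camera adjusted p = 0.0211, adjusted p = 0.24 with an estimated correlation), with Hoxd3 at −0.44 (SE 0.071, adjusted p = 0.0134). Without control embryos 2 and 3 the list did not pass (adjusted p = 0.0961). The paper's 66 genes hold 3 of the neuronal, 3 of the somite and 6 of the proteasome genes, lists that were written after part of its tables had been read. From the normal induction of the 66 genes between E7.5 and E8.5, the paper reasons that their lower level is transcriptional evidence of delay in the mutants.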

Taken together, these results indicate that E8.5 *Usp9x*-mutant embryos display persistent expression of early postgastrulation lineage commitment genes that normally gain H3K27me3 at this stage.

### Usp9x promotes a preimplantation pattern of H3K27me3 enrichment

Our transcriptional analyses point to a role for Usp9x in promoting PRC2-mediated silencing of developmental regulatory genes, both in ES cells to prevent their premature activation prior to lineage commitment (Fig. 1) and in postgastrulation embryos to allow for subsequent development (Fig. 2). We returned to ES cells to dissect the mechanism by which Usp9x regulates PRC2 activity. Consistent with their signature of PRC2 target gene derepression (Fig. 1i), Usp9x-low ES cells display globally reduced levels of H3K27me3 compared to Usp9x-high ES cells by cell number-normalized western blot (Fig. 3a). We next used spike-in normalized ChIP-seq to map H3K27me3 in Usp9x-associated cell states (Fig. 3b and Supplementary Fig. 4a). Compared to Usp9x-low ES cells, Usp9x-high ES cells display global gains of H3K27me3 at bivalent (dual H3K4me3/H3K27me3-marked) promoters (Supplementary Fig. 4b), which are canonical PRC2 targets highly enriched for developmental regulators. H3K27me3 gains are not limited to bivalent promoters, as Usp9x-high cells carry higher levels over peaks present at baseline (no-auxin condition) and spreading upstream and downstream (Fig. 3c,d and Supplementary Fig. 4b,c). A similar pattern is evident over and around PRC1 peaks (Supplementary Fig. 4d), consistent with biochemical evidence of the cooperation between PRC1 and PRC2^60^. Usp9x-high cells also have H3K27me3 enrichment over repetitive elements (Fig. 3e), which are targeted by this mark in naïve, preimplantation-like conditions^61^. Thus, the transition from Usp9x-high to Usp9x-low ES cells involves a genome-wide reduction in H3K27me3 across developmental genes and repeat elements, a shift from diffuse domains of H3K27me3 to peaks with minimal background.

**Fig. 3:**
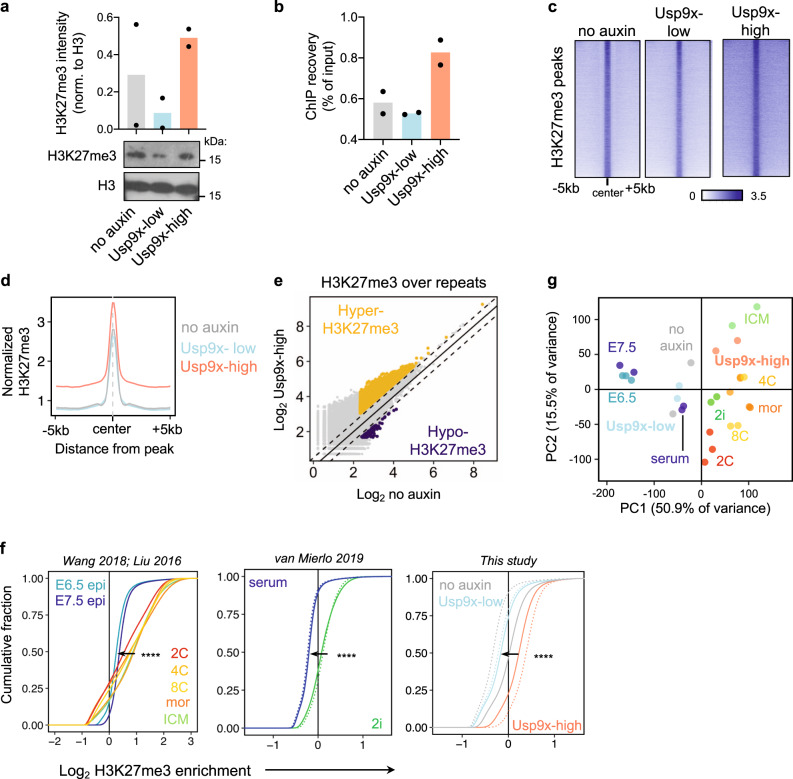
Usp9x mediates a pre- to postimplantation switch in global H3K27me3 levels. **a** Quantification and representative western blot of H3K27me3 from histone extracts. **b** ChIP recovery before sequencing recapitulates the global gain of H3K27me3 in Usp9x-high ES cells. **c** Heatmaps of H3K27me3 ChIP-seq signal in Usp9x-high and Usp9x-low ES cells, showing H3K27me3 spreading in Usp9x-high cells. **d** Profile plot depicting the mean signal of coverage shown in **c**. **e** Usp9x-high ES cells carry more H3K27me3 over repetitive elements compared to untreated (no-auxin) cells. Each point represents an individual element. Dotted lines are |log_2_(0.7)|. **f** Cumulative enrichment plots of H3K27me3 enrichment in non-overlapping genomic bins of in vivo developmental stages (left) and ES cell states (middle, right)^11,59,62^. Preimplantation stages (2C-ICM, top) or preimplantation-like ES cell states (2i, Usp9x-high) display H3K27me3 enrichment. Epi, epiblast; mor. morula; ICM, inner cell mass. Enrichment (*x*-axis) is log_2_(H3K27me3/input +0.5). **g** PCA plot clustering Usp9x-high and Usp9x-low ES cells among the samples shown in **f** based on genome-wide H3K27me3 distributions. Each point represents a biological replicate. Data are mean of two biological replicates (**a**, **b**), sum of two biological replicates (**d**, **e**). ****P < 2.2 × 10^−16^ by two-tailed Kolmogorov–Smirnov test comparing the average of biological replicates.

The pattern of H3K27me3 in Usp9x-high serum ES cells resembles the diffuse domains of the mark in naïve (2i) ES cells and in preimplantation embryos^7,11,12^. In agreement with this notion, cumulative enrichment plots revealed that the global drop in H3K27me3 levels in Usp9x-high versus Usp9x-low ES cells recapitulates what is observed in the transition from 2i to serum ES cells and from preimplantation^62^ to postimplantation embryos^59^ (Fig. 3f). PCA of H3K27me3 ChIP-seq data separates preimplantation and postimplantation embryos along PC1. ES cell data also follow this trajectory. Usp9x-high and 2i ES cells align with preimplantation embryos, and Usp9x-low and serum ES cells cluster with postimplantation stages (Fig. 3g). Overall, no-auxin controls closely resemble Usp9x-low ES cells in their H3K27me3 distributions, suggesting that bulk sequencing of serum ES cells conceals the signal of broad H3K27me3 domains in the minority of cells with a naïve/preimplantation-like signature. These results indicate that H3K27me3 enrichment across large swaths of the genome (Fig. 3), together with a PRC2-repressed transcriptional program (Fig. 1), are hallmarks of preimplantation pluripotency^63,64^ and Usp9x-high ES cells.

### Usp9x deubiquitinates and stabilizes PRC2

We next explored the possibility that Usp9x may directly regulate PRC2 levels or activity. We found that the protein levels of core PRC2 components are downregulated in Usp9x-low ES cells (Fig. 4a, Supplementary Fig. 5a). This finding led us to hypothesize that Usp9x deubiquitinates and stabilizes PRC2 components to drive H3K27me3 deposition. In support of this notion, endogenous Usp9x interacts with Suz12 and Ezh2 in ES cell nuclear extracts (Fig. 4b, Supplementary Fig. 5b). Moreover, acute AID-Usp9x depletion leads to the accumulation of poly-ubiquitinated forms of Suz12 and Ezh2 within 4–8 h of auxin addition (Fig. 4c). Alternative methods of reducing Usp9x activity, either small molecule inhibition (WP1130)^65^ or overexpression of a mutant catalytic domain (C1566S), also lead to accumulation of ubiquitinated forms of Suz12 and Ezh2 (Fig. 4d and Supplementary Fig. 5c,d). These gains of ubiquitin upon Usp9x loss correlate with destabilization of Suz12 and/or Ezh2 (Fig. 4a,c,d and Supplementary Fig. 5c,d). Taken together, these data indicate that Usp9x interacts with PRC2 components and that its catalytic activity is required to promote a deubiquitinated state and higher protein levels of PRC2.

**Fig. 4:**
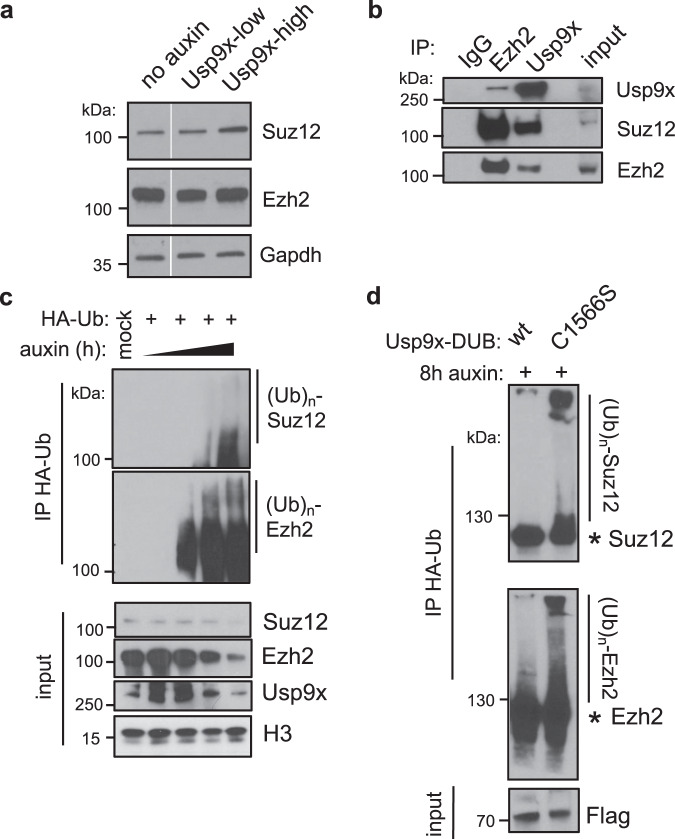
Usp9x is a PRC2 deubiquitinase. **a** CNN western blots for Suz12 and Ezh2 proteins in whole-cell extracts. **b** Co-immunoprecipitation (*IP*) and western blot showing a reciprocal interaction between endogenous Ezh2 and Usp9x in wild-type ES cells. **c** Acute Usp9x depletion over a time course from 0–8 h leads to gain of ubiquitinated species of Suz12 and Ezh2 and destabilization of their protein levels. HA-Ub, HA-tagged ubiquitin; (Ub)_n_, polyubiquitination. **d** Overexpressing a catalytic mutant (C1566S) versus wild-type (wt) form of the Usp9x catalytic domain (DUB) leads to gain of Suz12 and Ezh2 ubiquitin levels. AID-Usp9x cells were treated with auxin for 8 h to deplete endogenous Usp9x. Asterisk (*) designates the expected sizes for non-ubiquitinated species. Western blots are representative of at least two biological replicates.

## Discussion

In summary, we report here that Usp9x deubiquitinates core PRC2 members to promote high levels of H3K27me3, repress developmental regulatory genes and maintain a preimplantation-like phenotype in ES cells (Fig. 5). Studies in mammalian systems have emphasized the developmental role of PRC2 in regulating bivalent promoters^9,10^, which represent the highest-affinity sites for PRC2 activity^66^. However, H3K27me3 is widespread outside of bivalent chromatin^67^. Broad domains are evident over the genomes of preimplantation embryos and Usp9x-high ES cells and occur in other cell types later in development^68–71^. While the mechanisms underlying such promiscuity remain unclear, the Eed subunit has been shown to promote spreading of H3K27me3 domains^72^. PRC2 stability may also be a major factor^73^. For example, oncogenic *EZH2* mutations stabilize the complex and cause ectopic gains of H3K27me3 in lymphoma^74–76^. Promiscuous activity may be an ancestral function of PRC2^77^, tuned and restrained by multiple layers of regulation. Our results highlight a mechanism whereby Usp9x stabilizes PRC2 to promote global increases in H3K27me3 and expansion to lower-affinity sites (Fig. 5).

**Fig. 5:**
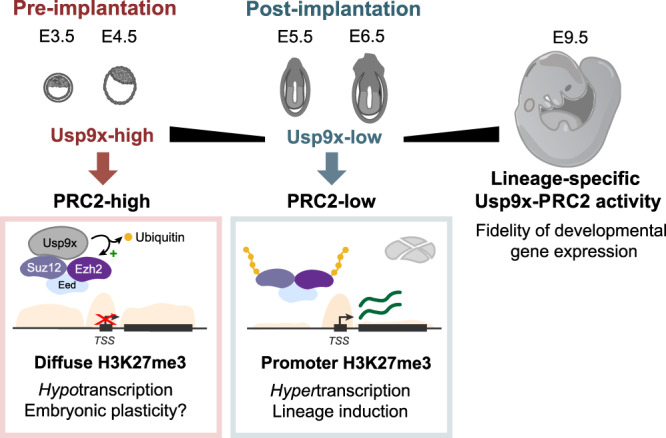
Model for the Usp9x-PRC2 regulatory axis in early development. Usp9x is a PRC2 deubiquitinase that promotes diffuse H3K27me3 deposition and a preimplantation-like transcriptional state. Loss of Usp9x leads to PRC2 destabilization, restricted H3K27me3 deposition and global hypertranscription with priming of postimplantation lineages in ES cells. After gastrulation, *Usp9x* is required for timely silencing of developmental genes that are PRC2 targets and for normal development beyond E8.5, suggesting redeployment of the Usp9x-PRC2 connection later in development.

It will be of interest to determine how the partnership between Usp9x and PRC2 integrates with the activity of other Usp9x substrates. Whereas prior studies indicate that *PRC2*-knockout ES cells remain pluripotent in serum^47^, Usp9x-low ES cells derepress PRC2 target genes yet lose self-renewal capacity (Fig. 1). As a deubiquitinase with multiple cellular substrates^28,31^, Usp9x may couple changes in the signaling milieu to the evolving chromatin landscape at peri-implantation, for example helping to modulate the transition from naïve to primed pluripotency networks in parallel with PRC2 activity. In addition, employing acute depletion models such as the AID may avoid genetic compensation and uncover novel aspects of Polycomb biology. It will also be important to identify the E3 ubiquitin ligase(s) acting on PRC2 in ES cells. Several ligases have been found to ubiquitinate PRC2 in mammalian cells^78^. Our data reinforce that the balance between ubiquitin ligases and deubiquitinases dictates an important layer of PRC2 regulation during peri-implantation development.

What is the function of the broad domains of H3K27me3 in early development, if not to restrain bivalent gene expression? Maternally inherited H3K27me3 domains have been proposed to mediate noncanonical genomic imprinting in mouse embryos^79^ and restrict enhancer expression in early-stage fly embryos^80^. Our finding that Usp9x-high/PRC2-high ES cells enter a state of global hypotranscription (Fig. 1g,i and Supplementary Fig. 2c,d) raises the possibility that ubiquitous H3K27me3 in vivo suppresses large-scale transcription prior to implantation (Fig. 5), possibly by preventing H3K27 acetylation^81–83^ and/or contributing to H2AK119ub deposition and chromatin compaction^84^. It will be of interest to investigate the interplay between H3K27me3 domains and PRC1 activity in the preimplantation embryo, especially in light of recent cell number-normalized data documenting widespread H2AK119ub beyond Polycomb-enriched domains^85^, similar to the diffuse patterns of H3K27me3 that we describe (Fig. 3). Extensive H3K27me3 may also safeguard embryonic potential during segregation of extraembryonic lineages^63^ or protect against uncontrolled activity of transposons during a period of low DNA methylation^61^.

Our data suggest that the decline in Usp9x expression at implantation contributes to destabilizing PRC2 to allow exit from pluripotency and lineage induction. Usp9x is not the only factor that sets the threshold for PRC2 levels and activity at peri-implantation. We posit that post-translational modification augments other mechanisms that minimize H3K7me3 during this developmental window, including decreased transcription of Suz12;^86^ rapid cell cycles that oppose H3K27me3 inheritance;^87,88^ and accumulation of H3K27me3 antagonists, including RNA^41,89,90^, activating chromatin marks^91,92^ and DNA methylation^93,94^. Against this backdrop, PRC2 accessory proteins help recruit and retain the complex at CpG-rich regions such as bivalent promoters^43,67,94,95^. As a result, even Usp9x-low ES cells retain H3K27me3 over peaks—many of which are associated with promoters (Fig. 3c, d)—reflecting concentrated PRC2 activity at these sites.

The roles of PRC2 after gastrulation remain obscure. In zebrafish and Xenopus, H3K27me3 marks spatially regulated genes after gastrulation^96,97^. Intriguingly, recent work indicates that re-establishment of H3K27me3 after gastrulation may also contribute to spatial gene expression in mouse, including regulation of *Nodal*^98^. Constitutive *PRC2* deletions are peri-gastrulation lethal^99–101^, but these findings are confounded by requirements for PRC2 in extraembryonic tissues^102^, and the developmental consequences of epiblast-targeted *PRC2* knockouts are unknown. Together with the data presented here, these results suggest that Usp9x and PRC2 are redeployed to promote timely H3K27me3 deposition and silencing of key developmental genes after lineage commitment (Fig. 5). De novo H3K27me3 may also accumulate in the wake of decreased transcription to reinforce repression. Further studies are required to understand how Usp9x may regulate batteries of PRC2 target genes in a lineage-specific manner during organogenesis.

That *Usp9x* is X-linked prompts questions about its dosage during development. *USP9X* escapes X chromosome inactivation (XCI) in humans^103^ and is a facultative escapee in mice^104^. Heterozygous loss-of-function *USP9X* mutations are implicated in sex-specific conditions, including a syndrome of developmental delay with congenital anomalies^23^ and Turner syndrome^25^. Here, we focused on the outcomes of male (*Usp9x*^*-/Y*^) mouse embryos because our in vitro studies were performed in male (XY) ES cells. Of note, *Usp9x* has a highly conserved homolog on the Y chromosome^105,106^. 

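Usp9y had 0 counts in all 6 control embryos and 1 count in each of mutant embryos 2 and 4, with 0 in the other 4 mutants, so no fold change was computed. In ES cells Usp9y had 0 to 9 counts per library: 11 counts summed over the 3 no-auxin and 12 over the 3 Flag-Usp9x controls, 4 over the 3 Usp9x-low and 1 over the 2 Usp9x-high libraries at 8 h, and 2 and 10 over the 3 Usp9x-low and 3 Usp9x-high libraries at 48 h. Usp9y, the Y-linked relative of Usp9x, missed the filter of the ES cell comparison and was not tested there. At this depth a change at these levels was not detectable. Control embryos 2 and 3 held no counts of the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty, so their 0 says nothing about expression of Usp9y.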

*Usp9y* is low-expressed in ES cells and bulk E8.5 embryos, and we did not detect its transcriptional upregulation after Usp9x depletion in either case, although we cannot exclude the possibility of compensation in other contexts. The proposed connection to PRC2, a regulator of XCI^79^, raises the intriguing prospect that Usp9x may participate in mammalian dosage compensation.

The transition from a preimplantation to a postimplantation state of pluripotency mirrors stem cell expansion events in other compartments. Supporting the designation of Usp9x as a “stemness” factor^13,14^, loss-of-function studies document that Usp9x restricts premature expansion of embryonic (this study), neural^15^, hematopoietic^18^, and intestinal stem/progenitor cell compartments^20^ in mice. Similarly, PRC2 plays essential roles in each of these stem cell compartments^107–110^. In addition to neurodevelopmental conditions, mutations in *USP9X* are associated with several neurodegenerative disorders and cancers^22–24,26–29,111^. Thus, the Usp9x-PRC2 axis reported here merits further exploration in other developmental contexts and disease states.

## Methods

### Mice

*Usp9x*^*fl/fl*^ females were maintained as homozygotes on a C57BL/6 background by crossing *Usp9x*^*fl/fl*^ and *Usp9x*^*fl/Y*^ mice^18^. Heterozygous male *Sox2-Cre* mice were obtained from Jackson Laboratories (JAX stock #008454) and bred with Cre-negative females to maintain a stock of heterozygous males^54^. All mice were housed at 65–75 °C with 40–60% humidity, maintained on a 12 h light/dark cycle and provided with food and water ad libitum in individually ventilated units (Techniplast) in specific pathogen-free facilities at The Center for Phenogenomics, Toronto. All procedures involving animals were performed according to the Animals for Research Act of Ontario and the Guidelines of the Canadian Council on Animal Care. The Animal Care Committee reviewed and approved all procedures conducted on animals at TCP (Protocol 22-0331). Sample size choice was not predetermined.

Yolk sacs were dissected from embryos and used for DNA extraction with the Red Extract-N-Amp kit (Sigma). Usp9x status was assessed by PCR using Phire Green Hot Start II PCR Master Mix (Thermo Fisher Scientific). Cycling conditions: 98 °C for 30 s; 35 cycles of 98 °C for 5 s, 58 °C for 5 s, 72 °C for 8 s; 72 °C for 1 min. See Supplementary Data 3 for primer sequences.

### Plasmid construction

An sgRNA was designed to target the *Usp9x* ATG with 20 nucleotide overhang in both directions. Cloning was performed by annealing pairs of oligos into pSpCas9(BB)-2A-GFP (PX458) (modified from GFP to BFP by site directed mutagenesis), a gift from Feng Zhang (Addgene plasmid # 48138; http://n2t.net/addgene:48138; RRID:Addgene_48138)^112^. Plasmid identity was verified by Sanger sequencing.

The eGFP-AID-Usp9x plasmid was assembled from pEN458-eGFP-AID[71-114]-eGFP, a vector carrying a minimal AID sequence for N-terminal targeting (a gift from Elphège Nora and Benoit Bruneau). The *Usp9x* N-terminus was chosen for targeting due to repetitive genomic sequence at the C-terminus. pEN458 was digested with NruI, NsiI and XhoI and gel purified to obtain the backbone and AID (Qiagen Gel Extraction kit). ~900 bp homology arms targeting the *Usp9x* ATG were amplified from mouse genomic DNA using PrimeStar GXL polymerase (Takara, CA, USA) and Gibson assembly primers with 21 nucleotide overlap to adjacent fragments. The purified vector fragments and homology arms were cloned by Gibson Assembly (NEB HiFi Assembly Kit).

Oligos containing a 3x FLAG sequence were annealed by incubation in standard annealing buffer (10 mM Tris-HCl pH 7.5, 1 mM EDTA, 50 mM NaCl) for 5 min at 95 °C followed by slow cooling to 25 °C. The annealed fragment was digested with BamHI and XhoI and purified by MinElute PCR purification (Qiagen). The eGFP-AID-Usp9x vector was also digested with BamHI/XhoI and cleaned up by gel extraction (Qiagen). The 3x Flag sequence was then ligated into the digested eGFP-Usp9x plasmid (Takara DNA ligation kit #6023).

### ES cell targeting

Vectors were amplified by transformation into Stbl3 competent cells (Invitrogen). Resultant colonies were picked for miniprep DNA extraction (Qiagen) and screening by restriction enzyme digest. Positive clones were sequence-verified, purified by Maxiprep column extraction (Qiagen), concentrated by standard ethanol precipitation overnight, and used for nucleofection into low passage (p3) *OsTir1*-knockin ES cells derived as described^33^. Briefly, this line (148.4) was derived from E14 mouse ES cells and is homozygous for a Tir1-2A-Puro cassette (Addgene plasmid # 92142; http://n2t.net/addgene:92142; RRID:Addgene_92142) at the *TIGRE* locus.

Five million OsTir1 cells (passage 4) were nucleofected with 2.5 µg of the sgRNA plasmid and 20 µg of either eGFP-AID-Usp9x plasmid or eGFP-3x FLAG-Usp9x plasmid, using an Amaxa Nucleofector 2b device and ES nucleofection kit (Lonza) per the manufacturer’s instructions. Cells were diluted in 500 µl of medium and immediately plated onto 10 cm dishes with 10 ml prewarmed medium. After 2 days, GFP-single and BFP-/GFP-double-positive cells were sorted by FACS and plated at clonal density (10,000 cells per 10 cm dish). Clones were left to expand for 5 days before manual picking onto 96-well plates. Single clones were then dissociated and expanded for 2 days. Clones were screened for auxin responsiveness by replica plating onto two 96-well plates, addition of auxin to 1 plate, and measurement of eGFP fluorescence intensity by flow cytometry. Auxin-responsive clones were subsequently expanded and used as biological replicates for all analyses. Cells were periodically pulsed with puromycin (1 µg/ml for 1–2 days) to select against transgene silencing.

### Usp9x-CD-mCherry cloning

The Usp9x catalytic domain was amplified from a plasmid containing the full-length Usp9x ORF, obtained from DNASU;^113^ mCherry was amplified by PCR from a pcDNA3-mCherry plasmid. We then cloned the purified Usp9x-DUB and mCherry fragments into pEF1a-IRES-Neo, a gift from Thomas Zwaka (Addgene plasmid # 28019; http://n2t.net/addgene:28019; RRID:Addgene_28019), by Gibson Assembly. To make the C1566S catalytic mutant form of the Usp9x-DUB domain, we performed site directed mutagenesis^114^. PCR was carried out with Phusion polymerase (New England Biolabs), with PCR cycling conditions: 98 °C for 7 min; 12 cycles of 98 °C for 30 s, 61 °C for 30 s, 72 °C for 3 min 45 s; 3 cycles of 98 °C for 30 s, 56 °C for 30 s, 72 °C for 3 m 45 s; 72 °C for 10 min; 4 °C hold. The PCR product was digested with DpnI for 3 h at 37 °C (New England Biolabs) and then 5 µl was transformed into Stbl3 competent cells (Thermo Fisher Scientific). See Supplementary Data 3 for primer sequences.

### Mouse embryonic stem cell culture

ES cells were passaged every 1–2 days and grown in standard ES-FBS (serum/LIF) medium: DMEM GlutaMAX with Na Pyruvate, 15% fetal bovine serum (Atlanta Biologicals, GA, USA), 0.1 mM Nonessential amino acids, 50 U/ml Penicillin/Streptomycin, 0.1 mM EmbryoMax 2-Mercaptoethanol, and 1000 U/ml ESGRO supplement. For ground state culture conditions (2i), E14 ES cells initially grown in serum were passaged at least four times in 2i medium before use. 2i medium was composed of DMEM/F-12, Neurobasal, 1× N2/B27 supplements (Thermo Fisher Scientific), 1 μM PD0325901, 3 μM CHIR99021, 50 μM ascorbic acid, and 1000 U/ml ESGRO supplement. Cells tested negative for Mycoplasma contamination.

Indole-3-acetic acid sodium salt (Sigma I5148-2G) was dissolved in water to 500 mM, filter sterilized, and stored as aliquots at −20 °C. Stock solutions were thawed and diluted to 500 µM for all depletion experiments. Wild-type ES cells were used to determine the range of GFP-negative expression for sorting Usp9x-low ES cells upon auxin treatment. Usp9x-low and Usp9x-high cells correspond to the bottom and top ~15–20% of the population by GFP expression, respectively.

### Embryonic stem cell differentiation

LIF was withdrawn from ES-FBS medium for spontaneous differentiation into Embryoid Bodies (EB). ES cells were counted, plated on low-attachment 6-well plates, and harvested at days 2 and 5 for analysis.

### siRNA-mediated knockdown

siRNA transfections were performed in ES cells using Lipfectamine 2000 and OptiMEM (Thermo Fisher Scientific). ES cells were plated 5-7 h before transfection at a density of 5 × 10^5^ cells per well of a 6-well plate and transfected with 100 pmol siRNA, according to the manufacturer’s standard recommendations. A SMARTpool of four independent siRNAs was used to knockdown Usp9x (Dharmacon), and a nontargeting siRNA (siGenome siControl #2, Dharmacon) was used as a control. Transfections were performed in ES-FBS medium without antibiotics, and the medium was replaced the next morning with complete ES-FBS. Cells were harvested for counting and colony formation assays or western blots 48 h after transfection.

### Flow cytometry

Cells were collected by trypsinization and resuspended in FACS buffer (10% FBS, PBS, with 500 µM auxin or water) and SYTOX Blue (Thermo Fisher Scientific) as a live-dead cell stain. Cells were sorted on the basis of GFP expression using the GFP-AID-Usp9x reporter. See Supplementary Fig. 6 for details. To initially define GFP-low/Usp9x-low populations, we used wild-type ES cells to determine the range of negative GFP expression. After 8 h of auxin treatment, an estimated 15–20% of auxin-treated cells fall into the GFP-low gate, with some biological variability between experiments. This range was subsequently applied to future experiments. The gate for GFP-high/Usp9x-high expression was set to collect a comparable fraction of the total population, 15–20%, at the upper end of GFP expression. The same number of intact GFP-Flag-Usp9x cells was sorted for RNA-seq. For analysis of Usp9x expression during the cell cycle, FUCCI ES cells^33^ were sorted using mCherry as a marker of G0/G1 and BFP as a marker of S/G2/M. Sorts were performed on FACS AriaII (BD Biosciences) and Sony SH800 Single Cell Sorter (Sony) machines. Data were analyzed in FlowJo v10.4.2. All plots show median fluorescence intensity of the indicated marker.

### Colony formation assay

One thousand cells from the indicated conditions were sorted and plated onto a 12-well plate. Four replicates were performed for two independent sorts. Cells were grown in self-renewal conditions (serum/LIF) for 5–6 days. Colonies were then washed 1× in PBS, fixed for 15 min at RT in 2% PFA, and stained according to the instructions of the VectorRed Alkaline Phosphatase (AP) Substrate Kit (Vector Laboratories, CA, USA) to stain undifferentiated colonies. Colonies were manually scored based on colony morphology and AP staining (positive if >50% of colony area).

### qRT-PCR

cDNA synthesis was performed with the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific), using random hexamer priming for 2 h at 37 °C. KAPA 2x SYBR Green Master Mix, low ROX (KAPA) was used for qPCR and data were acquired on a QuantStudio 5 (Thermo Fisher Scientific) and analyzed in Prism v8 (GraphPad).

### RNA-seq library preparation

Three independent clones of each cell line (AID-Usp9x or Flag-Usp9x) were used for RNA-sequencing. Cells were plated the day before sorting, and auxin was added to a final concentration of 500 µM in fresh media for 8 h, with water as a negative control. 250,000 live cells from each condition were sorted on the basis of negative SYTOX Blue incorporation, as above. For the 8 h timepoint, sorted cells were immediately pelleted, resuspended in Buffer RLT + β-mercaptoethanol (Qiagen), snap frozen on dry ice, and stored at −80 °C before library preparation. For the 48 h recovery timepoint, cells were re-plated in regular ES-FBS medium, cultured for 48 h without auxin, lysed, and snap frozen.

RNA extractions from frozen lysates were performed on the same day using RNeasy Mini columns (Qiagen). Recovered total RNA was quantified by Qubit and quality was assessed using an Agilent Bioanalyzer, RNA pico kit (Agilent). Synthetic RNAs from the External RNAs Control Consortium (ERCC) Spike-in Mix1 (Thermo Fisher Scientific) were added at known concentrations to the same volume of RNA from the previous step, per manufacturer’s instructions (2 µl of 1:100 ERCC dilution added to 10 µl of RNA, equivalent to ~1–1.5 µg RNA). One microgram of total RNA was used for mRNA isolation and library preparation using the NEBNext Ultra II Directional Library Prep Kit for Illumina with the mRNA Magnetic Isolation Module, per manufacturer’s instructions (New England Biolabs, NEB #E7420S and #E7490S). Library quality was assessed by Bioanalyzer High Sensitivity DNA chip (Agilent). Libraries were quantified by Qubit and pooled at equimolar concentration. Sequencing was performed on a HiSeq 4000 (Illumina) with 50 bp single-end reads at the UCSF Center for Advanced Technology.

For embryo RNA-seq, whole E8.5 embryos were dissected, cleaned of extraembryonic tissue, resuspended in buffer RLT + β-mercaptoethanol (Qiagen), and snap frozen on dry ice. Three litter-matched control and mutant embryos were collected from 2 litters, for a total of *n* = 12 individual embryos. RNA was extracted as above and 300 ng of total RNA was used for library preparation using the NEBNext Ultra II Directional Library Prep Kit for Illumina with the mRNA isolation module and NEBNext Multiplex Oligos for Illumina (New England Biolabs). DNA quality was assessed by Fragment Analyzer NGS (Agilent). Libraries were quantified by Qubit and pooled at equimolar concentration for sequencing on a NextSeq 500 (Illumina) with 75 bp single-end reads at the LTRI Sequencing Core.

### RNA-seq analysis

Libraries were trimmed of Illumina adaptor sequences and quality-checked using Trim Galore! v0.4.0 (Babraham Bioinformatics), and then aligned to the mm10 transcriptome with ERCC sequences using TopHat2^115^ v2.0.13 options -g 20 --no-coverage-search --library-type fr-firststrand --no-novel-indels. Gene counts were obtained from the featureCounts function of subread (v1.5.0) on the command line with options: -t exon -T 8 -s 2 -g gene_id. The table of raw counts was imported into R, filtered to remove low-count genes (genes with 0 counts in any sample and those with ≤3 counts per million, CPM by edgeR v3.26.8, across all samples were filtered out), and separated into ERCC and gene counts. Values for spike-in normalization were determined from ERCC counts corrected for overall library size using edgeR calcNormFactors: nf < −calcNormFactors(raw_ercc_counts, lib.size = N), where N < − colSums(raw_gene_counts). The CNN factors were then used to adjust gene counts using the limma-voom transformation^116^ (option lib.size = N*nf). Data were further analyzed using tidyverse v1.2.1 and plotted using ggplot2 v3.3.2. The threshold for significant differential expression was adjusted *P* < 0.05 and log2FC > 0.7 or < −0.7 relative to control cells (AID-Usp9x without auxin and Flag-Usp9x). Boxplots and violin plots show fold-change relative to control cells obtained from toptable analyses.

For embryo RNA-seq, gene counts were obtained in the same manner, imported into R, and converted to a DESeq2 object (DESeqDataSetFromMatrix using sample information) for processing, DESeq2 version 1.24.0^117^. Genes with fewer than 10 raw counts across all samples were filtered out before differential expression analysis. Counts normalized by the DESeq2 rlog transformation were used for PCA and heatmaps of gene expression. Raw counts were used for differential expression analysis using the default parameters of the DESeq function. To account for staging differences between litters, we called differential expression between litter-matched mutants and controls, applied a statistical cutoff (adjusted *P* < 0.1), and overlapped the gene lists to obtain refined sets of up- or downregulated genes. RNA-seq data from stages E6.5, E7.8 and postoccipital E8.5 are from^56^. Published DESeq2 results were used to plot fold-changes in expression from E6.5, and raw fastq files were downloaded from NCBI GEO (GEO GSE113885), converted to normalized gene counts as above, and used to plot *Nodal* expression.

### Gene ontology and enrichment analyses

Pathway analysis was performed by Gene Ontology (GO) analysis using DAVID 6.8 and geneontology.org^118–121^. *P*-values from GO analyses are based on Fisher’s exact tests. Transcription factor binding enrichment of gene lists was performed with ChEA, part of the Enrichr suite (https://amp.pharm.mssm.edu/Enrichr/)^42,122^. Tables of enriched factors and *P*-values (determined from Fisher’s exact tests) were downloaded. The top-enriched factors were selected based on adjusted *P* value, and enrichment was plotted in R using log_2_ *P* values.

Gene Set Enrichment Analysis (GSEA v6.0.12) was performed using the online GSEAPreranked tool (https://cloud.genepattern.org/gp/pages/login.jsf)^35^ with default conditions to compare differential expression (all genes sorted by log2FC) with gene sets from published datasets, outlined below. Normalized enrichment scores were plotted in Prism v8 (GraphPad).

#### Datasets used for GSEA

The 2-cell embryo signature is from^123^. Transcriptional signatures from cleavage stages through E5.5 were retrieved from^36^, taking either the full gene list or the top 500 genes enriched for a particular timepoint from the published stage-specific expression analysis. The E6.5 epiblast signature was defined as genes upregulated in E6.5 epiblast relative to visceral endoderm and endoderm at E6.5^37^. A signature of early mesoderm was determined from published RNA-seq of ES cell differentiation^124^, and we selected genes by fold-change of expression at the mesoderm stage compared to ES cells. The endoderm signature comes from published microarray data of early endoderm in E7.5 embryos^125^. Neuroectoderm genes were defined by RNA-seq data of epiblast stem cell differentiation to neural fate, comparing the fold-change in expression at day 2 of differentiation relative to baseline^126^. In all cases, either the full published gene list or the top 500 genes ranked by fold-change were used for GSEA.

### Suz12 ChIP-seq data analysis

A normalized bigwig of Suz12 ChIP-seq in E14 ES cells, the combination of 3 biological replicates, is from^43^ (GEO GSE97805). Coordinates for the 1310 genes upregulated in Usp9x-low ES cells (at 8 h) or a random subset of 1310 genes were converted to mm9 using the UCSC liftOver tool (https://genome.ucsc.edu/cgi-bin/hgLiftOver), with the longest transcript selected to represent each gene. Suz12 coverage around TSSs was calculated using deeptools v3.3.0 computeMatrix (options reference-point -a 5000 -b 5000), and plots were produced using plotHeatmap and plotProfile.

For analysis of PRC2 versus PRC1 gene induction, lists of genes bound by Suz12 or Rnf2/Ring1b were obtained from^127^. We designated the overlap between these gene lists as Suz12/Rnf2-bound, in contrast to genes bound by Suz12 only or Rnf2 only. The log_2_ fold-change in expression for each of these genes, or all other genes expressed in ES cells, was determined from the results of toptable analysis and plotted in R.

### Histone extraction

Histone extraction was performed using a standard acid extraction protocol^128^. Sorted cells were lysed for 10 min at 4 °C in triton extraction buffer (PBS with 0.5% Triton X-100, 2 mM PMSF, 1× Halt Protease Inhibitor at a density of 10^7^ cells/ml). Lysates were spun for 10 min at 4 °C, 1300 × *g*. The pellet was washed once in 0.5× volume of lysis buffer and centrifuged again. Pellets were resuspended in 0.2 N HCl (10^6^ cells/ml) and acid extracted overnight, rotating at 4 °C. The next day, the solution was clarified by centrifugation and the supernatant transferred to a new tube. Histones were precipitated in 0.25× volume TCA, incubated 20 min on ice, and pelleted at max speed for 10 min. Excess acid was removed from solution through two washes in ice-cold acetone, pellets were air-dried, and histones were resuspended in water for BCA Protein quantification (Pierce). LDS sample buffer (Thermo Fisher Scientific) was added to 1× and samples were denatured for 5 min at 95 °C followed by cold shock.

### Co-immunoprecipitations

Co-immunoprecipitation (Co-IP) assays were performed on nuclear extracts. ES cells grown to ~70% confluency were washed twice and then scraped in cold PBS. Cell pellets were weighed and resuspended in 4× volume of swelling buffer A (10 mM HEPES pH 7.9, 5 mM MgCl_2_, 0.25 M Sucrose, 0.1% NP-40) with protease inhibitors added fresh (1× Halt Protease inhibitors, 1 mM PMSF, 1 mM NaF, 10 mM N-ethylmaleimide). Lysates were incubated on ice for 20 min and passed through a 18 ½ G needle five times. Nuclei were pelleted for 10 min at 1500 × *g* and lysed in 8× volume buffer B (10 mM HEPES pH 7.9, 1 mM MgCl_2_, 0.1 mM EDTA, 25% glycerol, 0.5% Triton X-100, 0.5 M NaCl with PIs as in buffer A). After incubation on ice for 10 min, samples were passed through an 18 ½ G needle five times and pulse sonicated using a probe sonicator, two times 5 s at 4 °C. One hundred microliter of lysate was diluted in 400 µl IP wash/dilution buffer (150 mM NaCl, 10 mM Tris pH 8, 0.5% sodium deoxycholate, 1% Triton X-100, 1 mM EDTA, 1 mM EGTA) and rotated 4 h to overnight with 1 µg Rb anti-Usp9x (Bethyl), 1.7 µg Rb anti-Ezh2 (CST #5246), or 1.7 µg Rb anti-IgG (Millipore CS200581). Input samples were collected at this time. Immune complexes were bound by 25 µl of prewashed Protein A Dynabeads (Thermo Fisher Scientific), rotating end-over-end for 2 h at 4 °C. Beads were washed in IP wash/dilution buffer, 3 × 5 min at 4 °C. Input and IP samples were eluted and denatured by boiling in 2× Laemmli buffer/bME for 10 min at 95 °C.

Co-IPs were also performed using Flag M2-bound magnetic agarose beads (Sigma) and GFP-Trap beads (ChromoTek). For Flag pull-downs, AID-Usp9x ES cells were used as controls for nonspecific binding to the Flag beads. For GFP pull-downs, the same amount of lysate was added to negative beads (ChromoTek) to control for nonspecific binding to beads. Cells were collected as above but diluted into GFP-Trap dilution buffer (10 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.5 mM EDTA), immunoprecipitated by rotating for 1.5 h at 4 °C, and washed by 3× fast washes in GFP-Trap dilution buffer. Input and IP samples were denatured as above.

### HA-ubiquitin immunoprecipitations

HA-tagged ubiquitin (a gift of the F. Sicheri lab) was overexpressed in ES cells by transfection with Lipofectamine 2000 (Thermo Fisher Scientific), 500 ng per ~8 × 10^6^ cells in a 10 cm dish. Water diluted in Lipofectamine was used for mock transfections. Medium was changed the next morning and cells were harvested after 24 h. Adherent cells were washed twice and then scraped into cold PBS. The resulting cell pellets were weighed and resuspended in 4× volume of RIPA buffer (150 mM NaCl, 1% NP-40, 0.5% Na deoxycholate, 0.1% SDS, 50 mM Tris pH 8) to lyse for 15 min on ice. Pellets were centrifuged at max speed for 10 min at 4 °C to remove insoluble material. One hundred microliter of supernatant was taken for IP and diluted to 500 µl in nondenaturing lysis buffer (20 mM Tris pH 8, 137 mM NaCl, 1% Triton X-100, 2 mM EDTA) plus 2.5 µg of anti-HA antibody (Abcam ab1190). IPs were incubated overnight at 4 °C with end-over-end rotation. The next day, immune complexes were bound to 25 µl Protein A Dynabeads (Thermo Fisher Scientific) for 2 h at 4 °C. Complexes were washed on beads for 3 × 10 min in IP wash buffer (150 mM NaCl, 10 mM Tris pH 8, 0.5% Na deoxycholate, 1% Triton X-100, 1 mM EDTA, 1 mM EGTA) and eluted in 2× Laemmli buffer/10% β-mercaptoethanol for 10 min at 95 °C followed by cold shock on ice. Input samples were collected and denatured in Laemmli buffer to 1×. Samples were removed from beads for western blotting.

For Usp9x catalytic domain expressions, transfections were performed as above but with the addition of 2.5 µg of plasmid (wild-type or C1566S pEF1a-Usp9x_CD-mCherry) and in medium without Pen/Strep. Transfection was checked by mCherry fluorescence the next morning. IPs were performed as above but with the following antibodies instead of HA: Ezh2 at 1:300 (CST #5246), Suz12 at 1:50 (CST #3737), or rabbit IgG at 1:50 (Millipore CS200581).

### Subcellular fractionation

Subcellular fractionation was performed as previously reported^129^. Cell pellets were resuspended in buffer A (10 mM HEPES pH 7.9, 10 mM KCl, 1.5 mM MgCl_2_, 0.34 M sucrose, 10% glycerol, 0.1% Triton X-100, 1 mM DTT, and PIs: NaF, PMSF, 1× Halt Protease inhibitor cocktail), incubated 5 min on ice, and centrifuged for 5 min at 1300 × *g* at 4 °C. The supernatant was taken as the cytoplasmic extract and clarified by centrifugation. Nuclear pellets were washed in buffer A and resuspended in buffer B (3 mM EDTA, 0.2 mM EGTA, 1 mM DTT, and PIs). After 5 min on ice, chromatin pellets were centrifuged for 5 min at 1700 × *g*, 4 °C. The supernatant was collected as the soluble nucleoplasmic fraction. LDS sample buffer (Thermo Fisher Scientific) was added to 1× to cytoplasmic and nucleoplasmic fractions. Insoluble pellets were resuspended in 1× LDS sample buffer (Thermo Fisher Scientific) containing 5% β-mercaptoethanol and sonicated on a Bioruptor: high power, 30 s on, 30 s off, 5 min total (Diagenode). All samples were denatured for 5 min at 95 °C followed by cold shock.

### Western blot analysis

Primary antibodies used in this study: rabbit anti-Usp9x, 1:2000 (Bethyl Laboratories, A301-351A); rabbit anti-H3K27me3, 1:1000 (CST #9733); rabbit anti-Suz12 1:1000 (clone D39F6, C ST #3737); rabbit anti-Ezh2, 1:2000 ((D2C9) XP CST #5246); rabbit anti-β-actin, 1:1000 (Abcam ab8227); rabbit anti-H3, 1:3000–1:5000 (Abcam ab1791); rabbit anti-Nanog, 1:1000 (CST #4903); rabbit anti-Oct4, 1:1000 (Santa Cruz SC-9081); mouse anti-Flag, 1:1000 (Sigma F1804); mouse anti-Gapdh, 1:2000 (Millipore MAB-374).

Western blots from sorted cells are all cell number normalized. Denatured samples were separated on 4-15% Mini-Protean TGX SDS-PAGE gels (Bio-rad). Protein was transferred to methanol-activated PVDF membranes (Bio-rad) by wet transfer (1x Pierce Transfer Buffer, 10% methanol) or using high molecular weight transfer conditions for the Bio-rad TransBlot Turbo (Bio-rad). Membranes were blocked in 5% milk/TBS-T and incubated with indicated primary antibodies for 1.5 h at room temperature or overnight at 4 °C. Membranes were then washed and incubated with HRP-conjugated anti-mouse/rabbit secondary antibodies, 1:10,000 (Jackson Labs) for 1 h at room temperature. Proteins were detected by ECL (Pierce) or Clarity (Bio-rad) detection reagents and exposure to X-ray film (Pierce). Quantification of western bands was performed using Fiji software^130^. Loading controls were performed on the same blot as the protein of interest except in cases where the proteins were similar sizes (e.g., β-actin and Nanog). In these cases, parallel blots were performed under the same conditions. Full scans of western blots as performed are provided with Source Data.

For cell cycle analysis, FUCCI reporter ES cells^33^ were collected by trypsinization and sorted on a FACS AriaII (BD Biosciences) into mCherry + (G0/G1) and BFP + (S/G2/M) cell fractions. Cells were pelleted and lysed in RIPA buffer and clarified by centrifugation for 10 min, 13,000 × *g* at 4 °C.

### H3K27me3 ChIP-seq

Two biological replicates, consisting of independent clones of AID-Usp9x collected on consecutive days, were collected. 10^6^ cells were sorted and cross-linked in 1% formaldehyde/PBS, rotating for 10 min at room temperature. Cross-links were quenched with glycine (125 mM final) for 5 min at room temperature. Cells were washed 2× in cold PBS, snap frozen, and stored at −80 °C. All subsequent steps were performed on ice or at 4 °C. Fixed cell pellets were thawed and lysed in 1% SDS, 10 mM EDTA, 50 mM Tris-HCl pH 8 with protease inhibitors (1× Halt Protease inhibitor cocktail, 1 mM PMSF, 1 mM NaF) for 30 min. Chromatin was sheared to 200–500 bp fragments on a Covaris S220 with settings PIP 105, duty 2, cpb 200 for 9 min. Shearing efficiency was confirmed by 1% agarose gel electrophoresis. Chromatin lysates were clarified by centrifugation and diluted 1:10 in dilution buffer (1% Triton X-100, 2 mM EDTA, 167 mM NaCl, 20 mM Tris-HCl pH 8) with protease inhibitors. Inputs were collected at the same time. IPs were performed overnight using 2.5 µg of antibody (CST #9733 H3K27me3 or Abcam ab46540 rabbit IgG) per equivalent of 500,000 cells, rotating at 4 °C. The next day, immunocomplexes were precipitated by incubation with prewashed Protein A Dynabeads (Invitrogen) for 2 h. Beads were washed 4 × 10 min in low-salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 150 mM NaCl, 20 mM Tris-HCl pH 8), 1 × 10 min in high-salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 500 mM NaCl, 20 mM Tris-HCl pH 8), 1 × 10 min in LiCl buffer (0.25 M LiCl, 0.5% NP-40, 0.5% Na deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8), and 1× fast in TE. ChIP and input samples were eluted in fresh ChIP elution buffer (1% SDS, 50 mM NaHCO3, 50 mM Tris-HCl pH 8, 1 mM EDTA) and treated with RNase A for 1 h at 37 °C. Cross-links were reversed by shaking overnight at 65 °C with Proteinase K.

Genomic DNA was cleaned up using Qiagen MinElute Reaction Cleanup Kit (Qiagen) and quantified by Qubit (Thermo Fisher Scientific). ChIP efficiency was confirmed by H3K27me3 enrichment relative to IgG IP in qPCR at diagnostic regions. The same amount of chromatin from HEK293 cells (cell line source: ATCC) was spiked in to equivalent volumes of ChIP eluates (62 pg of spike-in chromatin per 25 µl of ChIP), yielding final concentrations between ~1–5%. Libraries were constructed from 2.5 ng of DNA and prepared using the NEBNext Ultra II DNA Library Prep Kit for Illumina with 9 PCR cycles (NEB #E7645S, New England Biolabs). Library quality was assessed by High Sensitivity DNA Assay on an Agilent 2100 Bioanalyzer (Agilent Technologies). Samples were sequenced on a HiSeq 4000 using single-end 50 bp reads.

### H3K27me3 ChIP-seq data analysis

Reads that passed quality control were trimmed of adaptors using Trim Galore! v0.4.0 and aligned to hg19 and mm10 using bowtie2 v2.2.5^131^ with no multimapping. SAM files were converted to BAM files, sorted and indexed with samtools v1.9. Species-specific library sizes were determined from total mapped reads in hg19 bam files (using bowtie2 mapping statistics) and mm10 bam files (using samtools view -c). Normalization factors (NFs) are the ratio of mouse/human enrichment (mm10/hg19 reads) for each sample taken as a fraction of input (see Source Data), as in van Mierlo et al.^11^. ChIP-seq NFs correlate well with ChIP recovery as a fraction of input (Fig. 3b). Bam files were deduplicated for all downstream analyses, performed using picard v2.18.14 MarkDuplicates (http://broadinstitute.github.io/picard).

H3K27me3 ChIP-seq data from embryos were downloaded as fastq files from NCBI GEO. Preimplantation sequences are from Liu et al.^62^ (GSE73952), postimplantation sequences from Wang et al.^59^ (GSE97778), and wild-type ES cell data from van Mierlo et al.^11^ (GSE101675). For paired-end samples, only one read was kept per fragment and all samples were trimmed, aligned to mm10, sorted and deduplicated as above. Deduplicated bam files were analyzed using deepTools v3.3.1 on the command line^132^.

#### Broad peak calling

Deduplicated bam files were converted to scaled bedgraphs using deepTools v3.3.1 bamCoverage (options --scaleFactor <NF> --binSize 10 --blackListFileName ENCODE_mm10_blacklist.bed) and then to bed files: awk ‘{print $1”\t”$2”\t”$3”\tid-“NR”\t”$4”\t.”}’. These scaled bed files were used to call broad peaks compared to input using epic2 on the command line (options -gn mm10, -d chrM). Bedtools (v2.28.0) merge was used to merge peaks within 3 kb, and bedtools intersect was used to determine a set of common peaks between replicates. Bam files were converted to scaled bigWigs using deepTools bamCoverage (options --binSize 100 --scaleFactor <NF>). Correlation between replicates was checked by multiBigWigSummary bins and plotCorrelation, and then scaled bw files were merged (bigwigCompare add) for heatmaps. computeMatrix was used to generate coverage of scaled bigwig files over no-auxin peaks (options scale-regions -m 500 --upstream 10000 --downstream 10000 --binSize 100 --missingDataAsZero --skipZeros --sortRegions descend --sortUsing mean --sortUsingSamples 1 -p max). Heatmaps were produced using deepTools plotHeatmap.

#### Enrichment heatmaps and profile plots

TSS profile plots were generated from the output of deepTools plotProfile (--outFileNameData), which was imported into R, processed to average replicates and plotted with ggplot2. For H3K27me3 coverage over *Nodal*, bigwig files were downloaded from Wang et al.^59^ (GEO GSE97778). Sample tracks were visualized in Integrated Genome Viewer using bigwig files (IGV v2.3.92).

For PRC1 comparisons, BED files of Rnf2 and Cbx7 peak locations in E14 ES cells are from^133^ (GEO GSE42466). BED files were converted to mm10 using UCSC liftOver. deeptools (v3.3.1) computeMatrix (options reference-point -a 5000 -b 5000 --referencePoint center --missingDataAsZero --skipZeros --smartLabels -p max) was used to compute normalized bigwig coverage of H3K27me3 over these peak regions. TSS profile plots were produced with plotProfile.

#### Cumulative enrichment plots

multiBamSummary was used to count H3K27me3 reads falling into non-overlapping 10 kb genes across the genome, and read counts were then imported into R. Embryo H3K27me3 ChIP-seq counts were normalized by library sizes (number of mapped reads in deduplicated bam files), and ES cell data were normalized by spike-in factors. For cumulative distribution plots, reads were counted in non-overlapping 10 kb genomic bins using deeptools multiBamSummary (options --smartLabels --blackListFileName --outRawCounts --minMappingQuality 10 -p max). The resulting counts table was imported into R, filtered to remove regions without coverage, scaled with the NFs calculated above and plotted using ggplot2 (stat_ecdf). P-values represent Kolmogorov–Smirnov test results using the averages of biological replicates. Counts per bin were adjusted for biological batch (embryo vs. ES cell origin) using ComBat/sva in R^134^ and analyzed by PCA.

#### Repetitive element analysis

H3K27me3 was counted over repetitive elements annotated in the mouse genome (obtained from UCSC RepeatMasker) using featureCounts (options -f -O -s 0 -T 8). In R, we filtered out elements with low coverage, scaled using the NFs calculated above, and calculated the average of replicates. Plot shows regions with >5 normalized counts for hyper-H3K27me3 and <3 for hypo-H3K27me3 elements, with |log_2_(Usp9x-high/no-auxin)| >0.7 as the threshold for enrichment.

#### Boxplots of H3K27me3 enrichment

For boxplot quantification of in vivo H3K27me3 signal over genomic regions, bedtools slop was used to define generous windows of promoter regions: TSS with 10 kb upstream and 1 kb downstream extensions (options -l 10000 -r 1000). deepTools multiBamSummary was used to calculate H3K27me3 from bam files over BED files of these promoter regions (options --minMappingQuality --outRawCounts). Raw counts for replicates were imported into R, normalized to input and library size, averaged, and plotted as boxplots.

For analysis of H3K27me3 enrichment at bivalent genes, the H3K27me3 peaks that overlap known bivalent gene promoters in wild-type ES cells in serum were taken to be bivalent peaks. Specifically, bivalent promoters were defined from a list of bivalent genes^135^ by bedtools slop (v2.28.0, options -l 1000 -r 100 -g < mm10_chrom_sizes> to extend TSS + 1 kb upstream and −100 bp downstream) and then intersected with H3K27me3 peaks defined in the no-auxin condition, as above (bedtools intersect with option -wb). deepTools multiBamSummary was used to count H3K27me3 reads falling in these 2566 bivalent peaks (options BED-file --smartLabels --outRawCounts -p 8) and over the list of all 17899 H3K27me3 peaks. Counts were downloaded for normalization and plotting in R.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

RNA-seq and ChIP-seq data generated in this study have been deposited in Gene Expression Omnibus (GEO) under accession number GSE146800. Published datasets are available from Li et al.^43^ (GSE97805), Beccari et al.^56^ (GSE113885), van Mierlo et al.^11^ (GSE101675), Wang et al.^59^ (GSE97778), Liu et al.^62^ (GSE73952), and Morey et al.^133^ (GEO GSE42466). All relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. A reporting summary for this Article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

## Code availability

Custom R scripts used for RNA-seq and ChIP-seq analyses are available on GitHub: https://github.com/tmacster/usp9x-project-scripts.

# Supplementary material for: The deubiquitinase Usp9x regulates PRC2-mediated chromatin reprogramming during mouse development
**Source:** Nat Commun. 2021 Mar 25;12:1865. doi: 10.1038/s41467-021-21910-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1: RNA-seq results from ES cells. Toplevel analyses of Usp9x-high and Usp9x-low ES cells after 8h auxin treatment or following 48h washout in serum/LIF. See Fig. 1 and Supplementary Figs. 1-2.

Supplementary Data 2: RNA-seq results from E8.5 embryos. Toplevel analyses of Usp9x-mutant versus control embryos dissected at E8.5. Significant genes are defined as $p_{adj} < 0.1$. See Fig. 2 and Supplementary Fig. 3.

Supplementary Data 3: Oligonucleotide sequences. Primer sequences used for cloning, qRT-PCR and mouse genotyping.

How the deposited data were processed for this re-analysis (not part of the article)

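RNA-seq counts were analysed from AID-Usp9x and Flag-Usp9x mouse ES cells (17 libraries) and from whole E8.5 mouse embryos (12 libraries). The groups were no-auxin controls (3), Flag-Usp9x controls (3), Usp9x-low cells at 8 h (3) and 48 h (3), Usp9x-high cells at 8 h (2) and 48 h (3), control embryos (6) and Usp9x-mutant embryos (6). Every column of both count tables was assigned to a group from its label (0 columns left over). The litter of each embryo is not given in the labels and was not modelled.

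The authors trimmed reads with Trim Galore 0.4.0 and aligned them with TopHat2 (version 2.0.13 in the paper, 2.1.1 in the submitters' notes) and Bowtie2 2.2.5 to the mm10 transcriptome, with ERCC sequences added for the ES cells. They counted reads over exons per gene with featureCounts of subread 1.5.0, in reverse-stranded mode, in which reads that map to several places are left out. The count values, as deposited by the authors, are raw read counts with no normalization or filter, for 24421 genes in each table, and in the ES cell table for 92 ERCC sequences, of which 59 had counts in every library. In the ES cell table 27 gene names had been turned into dates, and these were kept as they are. No duplicated library was found.

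For ES cells, scaling factors were computed by TMM over the ERCC counts, and genes were kept if they had counts in every library and CPM summing to more than 3, as in the paper (15131 genes). Against the 6 pooled controls, and between the 8 h fractions, log2 fold changes, SE and p-values came from the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, adjusted by the Benjamini-Hochberg method. Thresholds were an adjusted p under 0.05 and a log2 fold change beyond 0.7. For embryos, TMM factors over genes, at least 10 counts summed over embryos (17165 genes) and an adjusted p under 0.1 were used. CPM of ES cell libraries are scaled by the ERCC factors. Principal components used log2 CPM with a prior count of 2. Medians per library, component scores and single genes on the scale of log2(CPM + 1) were compared by exact permutation of group labels, two-sided. Changes between 8 h and 48 h were tested as the difference of the Usp9x-low groups in the same model.

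Gene lists (20 for ES cells and 20 for embryos) were written from general knowledge before the data were examined: naïve, general and primed pluripotency, 2-cell stage, primitive streak and mesoderm, endoderm, neuroectoderm, trophectoderm, germline and meiosis, Hox, PRC2-target developmental regulators, PRC2 subunits, PRC1 subunits, aryl hydrocarbon receptor targets, integrated stress response, p53 targets, ribosome biogenesis, S phase, G2/M, and hypoxia and glycolysis. In embryos the proteasome, primitive erythroid cell, visceral and yolk sac endoderm, cardiac, Nodal signaling, neuronal differentiation, and somite and paraxial mesoderm lists took the place of 7 of these. The aryl hydrocarbon receptor, integrated stress response, p53, proteasome, Nodal signaling, neuronal and somite lists were written after part of the paper's Supplementary Data had been read. Lists were tested against the other genes with camera of limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation, and p-values were adjusted over the lists of a comparison. Members adjusted over the list alone were counted at the same fold threshold.

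Genes were named by a rule set before the data were examined: genes the paper names. The 8 highest and 8 lowest log2 fold changes past the threshold with a mean log2 CPM above 0 and every library of the group on the same side of every control. And the 4 members of each list with the smallest adjusted p. Part of the paper's Supplementary Data had been seen before the rule was set.

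The procedure was tested on simulated counts with the group sizes and spread of these data. For Usp9x-low cells at 8 h, 97% of 100 genes changed by 1 on the log2 scale and 100% of those changed by 2 were recovered, with 5 unchanged genes called among 15131. A simulated shift of all genes by −0.5 was recovered as −0.502. For embryos, 79% of 100 genes changed by 0.5 and 97% of those changed by 1 were recovered, with 17 unchanged genes called among 16937.

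Alternatives set before the data were examined were TMM, DESeq2 size factors and the ratio of total ERCC counts as scaling. EdgeR's filterByExpr, the CPM sum alone and at least 1 count as filters. Limma-voom, as in the paper, and DESeq2 1.42.0 as tests. Each control group alone and the controls as 2 groups. A fold above 1.5 and no fold threshold. The replicate number as a block. Each ES library left out in turn. An adjusted p under 0.05, 1 surrogate variable (sva 3.50.0) and a pseudocount of 0.1 in embryos. And the 500 genes of largest variance for principal components. Leaving out control embryos 2 and 3 was chosen after seeing the data. Splits of the samples into other groups of the same sizes were run for 84 splits in ES cells and 100 in embryos. Supplementary Data 1 was at hand in part (1999 of 15499, 1996 of 15496, 432 of 15440 and 1997 of 15438 lines for the 4 comparisons with controls). Published ChIP-seq, embryo time-course and western blot data that the paper draws on are not in the count tables and were left out.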

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

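The tests of XX embryos, of admixed XX tissue and the test on Cyp1a1 were chosen only after the result was seen. The test of mutant-like expression was not.

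Control embryos 2 and 3 held 25142 and 14116 counts of Xist and 0 counts of Ddx3y, a signal in genes the paper does not discuss. RNA of XX tissue mixed into XY embryos is argued against by the Y-linked genes, whose level in these embryos was at most 0.0597% of that in the other 10 (from a limit of 3 counts per library). XX embryos among the controls are a candidate explanation: the X-linked genes Kdm5c, Kdm6a, Eif2s3x and Ddx3x averaged 8.62 and 8.66 (log2 CPM) in them and at most 8.30 in the other 10, a difference of means of 0.40. Over the 500 autosomal genes of smallest p in the comparison without them, the embryos lay at 0.699 of the mutant change, against 0.555 and 0.501 for either of them with embryo 1, 0.133 to 0.359 for either with embryos 4 to 6 and at most 0.126 for pairs without them (15 pairs in all). Mutant-like expression in them stays a candidate, but this measure cannot tell it from a difference shared by control embryos 1 to 3. The globin gene Hbb-y stood at 0.424 to 0.631 CPM in those and at 73.95 to 153 CPM in control embryos 4 to 6. Litter was not modelled. Usp9x stood at 188 and 172 CPM in control embryos 2 and 3. The other controls held 290 to 336 CPM and the mutants 37.54 to 48.35 CPM. The labels give both embryos as flox/Y, and a carrier genotype and a mislabelled sample were not tested.

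Cyp1a1 and Cyp1b1, detoxifying enzyme genes under the aryl hydrocarbon receptor that the paper does not discuss, rose in both fractions at 8 h: Cyp1a1 by 2.27 and Cyp1b1 by 1.13 on the log2 scale in Usp9x-high cells, and by 2.50 and 2.86 in Usp9x-low cells. Of 7 measured targets of this receptor, 2 rose and 0 fell in Usp9x-high cells (camera adjusted p = 1.03e-07, adjusted p = 0.0599 with an estimated correlation) and 3 rose and 1 fell in Usp9x-low cells (adjusted p = 0.00187, adjusted p = 0.264 with an estimated correlation). The target list was written after part of the paper's tables for these libraries had been read. Auxin, an indole, present at harvest may account for Cyp1a1: the lowest of the 5 libraries collected at 8 h held 1.30 CPM and the highest of the other 12 held 0.433 CPM, Flag-Usp9x cells after auxin and recovery included. Cyp1b1 stays open, since libraries collected at 48 h held 0.309 to 3.25 CPM and controls 0.616 to 0.904 CPM. Its call in Usp9x-high cells at 8 h was lost without Usp9x-high 8 h replicate 1 (0.95).

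Among groups of 6 embryos, the total counts of control embryo 5 (37065952) and its Eomes level (0.296 CPM) lay far from the other 5. Chance gives such a gap in about 1 in 20 groups, and 37 groups were tested. Chac1, outside the genes the paper discusses, rose by 2.71 in Usp9x-high and 2.64 in Usp9x-low cells at 48 h. Vldlr, a lipoprotein receptor gene likewise outside them, rose by 1.22 in Usp9x-high and 2.67 in Usp9x-low cells at 48 h. In Usp9x-low cells, 14 genes were higher at 8 h and lower at 48 h, with the difference past its own test, among them the transcription factor genes Sall2, Gsx1 and Wt1. In the other direction, 24 genes were lower at 8 h and higher at 48 h, among them Evx1, Wnt7b, Nanos3 and Nupr1.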

How the results depend on the processing

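Leaving out control embryos 2 and 3 was chosen only after the result was seen. The other alternatives were set before the data were examined. Of the values for named genes and tested results under alternatives, 6302 kept their side of the threshold, 97 passed where they had not and 179 no longer passed. Values that passed in neither setting count as kept even where their direction changed, here and for gene lists. Of those for gene lists, 2396 were the same, 49 passed, 131 no longer passed and 4 reversed. Where a value moved, the cause was not tested, apart from counts under other thresholds and the smallest p of smaller groups.

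Scaling on genes moved the Usp9x-high comparisons. At 8 h, 127 genes were higher with TMM and 129 with DESeq2 size factors, with which the median of all genes was 0.0021, since such factors centre the genes. At 48 h, 197 and 199 were higher and 236 and 234 lower, and the median was −0.0072 and −0.0037. With at least 1 count as the filter, 56 genes were higher at 48 h. The share of genes lower in Usp9x-high that were higher in Usp9x-low cells at 8 h was 84.8% with TMM, 84.94% with DESeq2 size factors and 84.95% with limma-voom.

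Against the no-auxin controls alone, 15 genes were higher in Usp9x-high cells at 8 h, 6343 lower at 48 h (median −0.66, 3 against 3 libraries cannot go below an exact p of 0.1) and the share was 88.7%. Against the Flag-Usp9x controls alone, 394 genes were higher in Usp9x-high cells at 8 h, 59 higher and 2596 lower at 48 h (median −0.4335), 577 lower in Usp9x-low cells at 8 h and 739 at 48 h, and the share was 62.7%. With the controls as 2 groups, 108 genes were higher in Usp9x-high cells at 8 h. With a fold above 1.5, 6494 genes were lower in Usp9x-high cells at 48 h. With no fold threshold the counts were 57 higher and 11514 lower there, 2130 and 1767 in Usp9x-low cells at 8 h, 3701 and 2037 at 48 h, and the share was 88.3%.

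The paper used 3 clones of each line as biological replicates, and neither it nor the labels say that 1 number marks the same clone in different groups. Correlations between libraries of 1 number ran from −0.133 to 0.214, with 5 of 40 above 0.1, so the pairing rule, which asks for all above 0.1, was not met. In 46 of 70 cases a library correlated best with its own number, a hint from the data, not the design. With the replicate block, counts of higher and lower genes were 39 and 343 in Usp9x-high and 1224 and 921 in Usp9x-low cells at 8 h, 29 and 4266 and 2154 and 1131 at 48 h, 1951 and 1181 between the fractions, and 733 and 657 in embryos. With the block and no Flag-Usp9x controls, 16 genes were higher in Usp9x-high cells at 8 h and 6400 lower at 48 h (median −0.66).

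The integrated stress response list turned upward in Usp9x-high cells at 8 h against the no-auxin controls alone (adjusted p = 0.73) and with the block and no Flag-Usp9x (adjusted p = 0.612). Trophectoderm turned downward in Usp9x-high cells at 48 h against the Flag-Usp9x controls alone (adjusted p = 0.899) and upward in Usp9x-low cells at 8 h with the block and no Flag-Usp9x (adjusted p = 0.043). With an estimated correlation, the paper's 71 genes did not pass in Usp9x-low cells at 48 h (p = 0.2506).

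Leaving out each library in turn, genes higher in Usp9x-high cells at 8 h numbered 8 to 98 (without Usp9x-high replicate 2 and without no-auxin replicate 2), lower genes 89 to 468, and the share ran from 74.8% (without no-auxin replicate 2) to 97.8% (without Usp9x-high replicate 2). Lower genes in Usp9x-high cells at 48 h numbered 2190 (without replicate 2) to 6605 (without replicate 1).

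Over the 500 genes of largest variance the leading component held 84.4% in ES cells and 37.4% in embryos. In embryos, 182 genes were higher and 210 lower at an adjusted p under 0.05, 1031 lower with DESeq2, 1081 higher and 1056 lower with 1 surrogate variable, and 1425 and 1401 without control embryos 2 and 3. The alternative with litter as a block was not run, since the labels do not name the litters. Depth limits the weakest genes: Usp9y, at 0 to 9 counts, could not be compared.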

Differences from the paper's values

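No test in this part was chosen after the result was seen.

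The paper states 71 genes upregulated across all Usp9x mutants, and 611 were higher here at the same adjusted p under 0.1. The paper tested 2 litters apart with DESeq2 and took the genes shared by both, and here the 12 embryos were tested together. Under each alternative set before the data were examined the count still differed: 582 with DESeq2 size factors, 780 with filterByExpr, 513 with at least 1 count, 915 with DESeq2, 182 at an adjusted p under 0.05, 1081 with 1 surrogate variable and 733 with the replicate block.

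For downregulated genes the paper states 66, against 619 here. Each alternative set before the data were examined also differed: 692 with DESeq2 size factors, 662 with filterByExpr, 552 with at least 1 count, 1031 with DESeq2, 210 at an adjusted p under 0.05, 1056 with 1 surrogate variable and 657 with the replicate block. Of the paper's own genes, 68 of 71 and 66 of 66 passed here.

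For Lefty2 the paper's Supplementary Data 2 gives log2 fold changes of 1.58 in its litter 1 and 7.41 in its litter 2, and the value over all 12 embryos, 3.04, lay between them. It differed from 7.41 under all alternatives set before the data were examined (3.04 with DESeq2 size factors, 3.05 with filterByExpr, 3.04 with at least 1 count, 3.01 with DESeq2, 3.04 at an adjusted p under 0.05, 3.44 with 1 surrogate variable and 3.28 with the replicate block). A value of 1 litter and one of 12 embryos are different comparisons, and no litter was tested alone here.

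The paper states that mutants are readily told from controls by PCA. It used rlog values of DESeq2 and names no component. Here, on log2 CPM and with rlog not run, the groups overlapped on the leading component (exact permutation p = 0.55, n = 6 each) and differed on the 2 components that follow (p = 0.0455 and 0.00649, exact permutation). On the last of these control embryos 2 and 3 stood apart (−25.9 and −21.3, other controls −6.93 to 2.12). The paper describes control embryos as fl/Y, and control embryos 2 and 3 held 25142 and 14116 counts of Xist and 0 of Ddx3y.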

Other observations

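The tests of the choice of control libraries and of spike-in or cell number were chosen only after the result was seen. The test of library depth and the splits of the samples were not.

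In Usp9x-low ES cells at 48 h, 9 of 16 measured genes of the integrated stress response rose and 0 fell (10 and 0 adjusted over the list alone, camera adjusted p = 1.67e-05, adjusted p = 0.477 with an estimated correlation). They included the transcription factor gene Atf3 by 3.504 (SE 0.20, adjusted p = 4.44e-14) and Vldlr by 2.67 (SE 0.24, adjusted p = 2.41e-10). Of 22 p53 targets, 7 rose, among them the apoptosis gene Perp (1.72, SE 0.13, adjusted p = 5.46e-12) and the cell cycle inhibitor gene Cdkn1a (0.88, SE 0.11, adjusted p = 1.3e-07), and 1 fell (camera adjusted p = 0.0904). Of 17 genes of hypoxia and glycolysis, 6 rose and 2 fell (camera adjusted p = 0.704), with Slc2a3 at 1.36 (SE 0.13, adjusted p = 7.61e-10) and the phosphofructokinase gene Pfkp at −1.26. In Usp9x-high cells at 48 h, 13 of the p53 targets fell and 1 rose, Gdf15 (camera adjusted p = 0.000415, adjusted p = 0.568 with an estimated correlation). Ccng1 stood at −0.86 and Btg2 at −0.96, calls that ended with TMM (−0.32 and −0.41). The stress response and p53 lists were written after part of the paper's tables for these libraries had been read.

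Transcripts of the PRC2 core did not pass in the comparison with all 6 controls. Suz12, Ezh2 and Eed stood at −0.27, −0.15 and −0.39 (log2 fold changes) in Usp9x-low cells at 8 h, −0.08, −0.03 and −0.17 at 48 h, 0.19, −0.03 and 0.06 in Usp9x-high cells at 8 h, and −0.67, −0.37 and −0.35 at 48 h. Suz12 passed in Usp9x-high cells at 48 h against the no-auxin controls alone (−0.854, adjusted p = 1.18e-05), without Flag-Usp9x control replicate 1 or 2 (−0.73 and −0.74), without Usp9x-high 48 h replicate 1 (−0.85) and with a fold above 1.5. Of 12 PRC2 subunit genes, 2 fell in Usp9x-low cells at 8 h and 0 rose (2 and 0 adjusted over the list alone, camera adjusted p = 0.00187, adjusted p = 0.639 with an estimated correlation). They were E130012A19Rik, which encodes the accessory subunit Epop (−0.91, SE 0.13, adjusted p = 6.03e-06, 204 ± 24.5 against 385 ± 72.6 CPM, SD, n = 3 and 6), and Phf19, an H3K36me3 reader (−0.83, SE 0.19, adjusted p = 0.00169). Phf19 lost its call against the Flag-Usp9x controls alone (−0.47) and without no-auxin control replicate 1 (−0.70). Of 19 PRC1 subunit genes, 1 rose at 8 h, Yaf2 (1.21, SE 0.13, adjusted p = 3.03e-08). In embryos Ezh2 fell by 0.15 (SE 0.030, adjusted p = 0.0249, 244 ± 4.00 against 269.9 ± 12.8 CPM, SD, n = 6 each). There 3 of 12 PRC2 subunit genes fell and 0 rose (camera adjusted p = 0.154), and 1 of 19 PRC1 subunit genes fell, Cbx2 (−0.19, camera adjusted p = 0.823).

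In mutant embryos, 5 of 22 p53 targets were higher and 0 lower (8 and 1 adjusted over the list alone, camera adjusted p = 6.47e-05, adjusted p = 0.0346 with an estimated correlation). Among them were the death receptor gene Eda2r (0.47, SE 0.071, adjusted p = 0.0121) and Cdkn1a (0.25, SE 0.055, adjusted p = 0.0365). The p53 list was written after part of the paper's tables had been read, and 2 of its genes are among the paper's 71. Replication genes of S phase fell in 7 of 15 cases and rose in 0 (10 and 0 adjusted over the list alone, camera adjusted p = 2.65e-06, adjusted p = 0.234 with an estimated correlation). The amounts were small, such as −0.18 for Rrm2 and −0.14 for Pcna. G2/M genes fell in 3 of 15 (adjusted p = 0.00175, adjusted p = 0.22 with an estimated correlation). Hypoxia and glycolysis genes rose in 4 of 17 (adjusted p = 5.04e-05, adjusted p = 0.165 with an estimated correlation). Neuroectoderm genes fell in 5 of 21 and rose in 0 (8 and 0 adjusted over the list alone, camera adjusted p = 9.92e-06, adjusted p = 0.0576 with an estimated correlation). The forebrain factor gene Foxg1 stood at −0.75 and the Notch target Hes5 at −0.65. Of 83 PRC2-target developmental regulators, 9 fell and 4 rose (24 and 10 adjusted over the list alone, camera adjusted p = 0.000431, adjusted p = 0.0576 with an estimated correlation). Vax1 stood at −1.35 and Hand2 at 0.20. Naïve genes rose in 1 of 19, Fbxo15 (6 and 1 adjusted over the list alone, adjusted p = 0.021, adjusted p = 0.214 with an estimated correlation). Integrated stress response genes rose in 2 of 16 (adjusted p = 0.0562) and primitive erythroid genes in 0 of 10 (adjusted p = 0.784). The embryonic globin gene Hbb-y varied within both groups, at 0.424 to 0.631 CPM in control embryos 1 to 3, 74.0 to 153 CPM in control embryos 4 to 6, 0.3395 to 0.4515 CPM in mutant embryos 1 and 5 and 6.63 to 51.5 CPM in the other 4 mutants. Beside these groups, control embryos 2 and 3 held Xist and 0 counts of Ddx3y.

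Other lists in ES cells gave the following. General pluripotency genes fell in 1 of 12 cases in Usp9x-low cells at 48 h, Foxd3 (camera adjusted p = 0.00286, adjusted p = 0.549 with an estimated correlation). Ribosome biogenesis genes passed in 0 of 20 cases in either fraction at 8 h (adjusted p = 0.275 in Usp9x-high and 0.317 in Usp9x-low cells). S phase genes passed in 0 of 15 (adjusted p = 0.036 and 0.482) and G2/M genes in 0 of 15 (adjusted p = 0.036 toward higher and 0.00188 toward lower). The S phase and G2/M calls ended with an estimated correlation (adjusted p = 0.783, and 0.722 in Usp9x-low cells). In Usp9x-high cells at 48 h, germline genes, with 1 higher and 3 lower of 34, ranked above other genes although their median was −0.26 (camera adjusted p = 3.12e-06, adjusted p = 0.511 with an estimated correlation). PRC2-target developmental regulators fell there in 27 of 61 cases and rose in 0 (adjusted p = 0.0579, toward higher, at a median of −0.68, adjusted p = 0.799 with an estimated correlation). That median lay below the −0.55 of all genes, of which 4183 of 15131 were lower. By fold change this list thus did not stand above the other genes, whatever direction camera gave. The list passed toward higher with limma-voom (adjusted p = 0.0066), DESeq2 (adjusted p = 0.0084), the ratio of total ERCC counts (adjusted p = 0.0363), filterByExpr (adjusted p = 0.0381), the controls as 2 groups (adjusted p = 0.0386), the no-auxin controls alone (adjusted p = 0.00126), and without Flag-Usp9x control replicate 2 (adjusted p = 0.00439) or Usp9x-high 48 h replicate 1 (adjusted p = 0.00465).

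Gene counts per ERCC count were lower in Usp9x-high cells at 48 h, with a median log2 fold change of −0.55 over all genes. The choice of controls is argued against, since the median against the Flag-Usp9x controls alone, the nearer to 0, was −0.4335. Thinning all libraries to 23087542 counts gave −0.521 (5 draws, −0.537 to −0.487), which decides nothing about library depth, since it lowers gene and ERCC counts alike. A larger amount of spike-in or a smaller number of cells per library cannot be told apart from less RNA per cell: either multiplies all genes of a library by the same factor, and the number of cells lysed at 48 h is not stated. With TMM, which removes such a factor, 433 genes passed, so a factor common to all genes is not the whole difference between the groups.

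Other splits of the same samples gave fewer genes in most comparisons. The real split gave the most genes (1 of 84 splits as large, the real one) for Usp9x-low cells at 8 h (1235 higher, highest other 633, 929 lower, highest other 275) and 48 h (2156, highest other 690, 1136, highest other 434). The same holds for genes lower in Usp9x-high cells at 48 h (4183, highest other 2185). That is the smallest share that 84 splits allow, so chance is unlikely there and not excluded. The pooled controls also come from lines with different treatments, so the split libraries were not all alike. For the paper's 71 genes in Usp9x-low cells at 48 h, camera at the preset correlation gave a −log10 p of 7.42 and the highest other split gave 6.08 with 0 genes past the threshold in it (1 of 84 as large, the real one). Further splits with 0 genes past the threshold gave values up to 5.893 and down to 0.002709. Small p-values at the preset correlation thus also arose in splits without called genes. With an estimated correlation the list did not pass (p = 0.2506). For the 29 genes higher in Usp9x-high cells at 48 h, 6 of 84 splits gave at least as many and the highest other gave 1225. That split set the no-auxin controls against the Flag-Usp9x and Usp9x-high 48 h libraries together. The fall of most genes in the Usp9x-high libraries enters such a count, so these splits decide nothing about the 29 genes. Chance is not excluded. In embryos the real split gave the most genes too (1 of 100 splits drawn), with 611 higher (highest other 300) and 619 lower genes (highest other 290). Chance is unlikely there as well and not excluded. The paper's lists were chosen on these embryos with these groups, so their splits (68 of 71, highest other 2, and 66 of 66, highest other 0, 1 of 100 each) decide nothing.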
